# Linear ubiquitin chain assembly complex coordinates late thymic T-cell differentiation and regulatory T-cell homeostasis

**DOI:** 10.1038/ncomms13353

**Published:** 2016-11-18

**Authors:** Charis E. Teh, Najoua Lalaoui, Reema Jain, Antonia N. Policheni, Melanie Heinlein, Silvia Alvarez-Diaz, Julie M. Sheridan, Eva Rieser, Stefanie Deuser, Maurice Darding, Hui-Fern Koay, Yifang Hu, Fiona Kupresanin, Lorraine A. O'Reilly, Dale I. Godfrey, Gordon K. Smyth, Philippe Bouillet, Andreas Strasser, Henning Walczak, John Silke, Daniel H. D. Gray

## Abstract

The linear ubiquitin chain assembly complex (LUBAC) is essential for innate immunity in mice and humans, yet its role in adaptive immunity is unclear. Here we show that the LUBAC components HOIP, HOIL-1 and SHARPIN have essential roles in late thymocyte differentiation, FOXP3^+^ regulatory T (Treg)-cell development and Treg cell homeostasis. LUBAC activity is not required to prevent TNF-induced apoptosis or necroptosis but is necessary for the transcriptional programme of the penultimate stage of thymocyte differentiation. Treg cell-specific ablation of HOIP causes severe Treg cell deficiency and lethal immune pathology, revealing an ongoing requirement of LUBAC activity for Treg cell homeostasis. These data reveal stage-specific requirements for LUBAC in coordinating the signals required for T-cell differentiation.

## Abstract (web summary)

LUBAC is a ubiquitin ligase complex of HOIL-1, HOIP and SHARPIN important for signal transduction of a range of stimuli. Here the authors define the function of all three LUBAC components in T cell development and homeostasis.

The thymus orchestrates the differentiation of haematopoietic precursors into diverse T-cell sub-lineages. These lineages include conventional T-cell receptor (TCR)αβ CD4^+^ and CD8^+^ T cells, Forkhead box-P3^+^ (FOXP3^+^) regulatory T (Treg) cells, natural killer T (NKT) cells, TCRγδ T cells and CD8αα T cells. A major determinant of cell fate is the specificity of the newly rearranged TCR for major histocompatibility complex (MHC) or MHC-like molecules presenting self-constituents, yet this stimulus alone is not sufficient to elaborate the many different T-cell types. T-cell differentiation is also influenced by cytokine receptors, members of the tumour necrosis factor receptor (TNFR) superfamily, chemokine receptors and adhesion molecules. Yet, precisely how these various cues are integrated to coordinate T-cell differentiation is unclear.

Positive selection rescues double-positive (DP) thymocytes from death-by-neglect and initiates the largest transcriptional re-programming in T-cell differentiation^1^. The upregulation of the C–C chemokine receptor type 7 (CCR7) mediates the migration of thymocytes from the cortex to the medulla as they differentiate into CD4^+^ or CD8^+^ single-positive (SP) cells. During residency in the medulla^2^, SP thymocytes undergo further maturation that involves a switch in TCR responses from apoptosis to proliferation and acquisition of the capacity to emigrate from the thymus^3^. Few of the stimuli that drive this maturation are known, although the nuclear factor-κB (NF-κB) pathway and interleukin (IL)-7 receptor signalling are important^3^,^4^,^5^.

Treg cells are a potent immune modulatory subset of CD4^+^ T cells that emerge during the late stage of thymocyte differentiation^6^. The integration of cues from the TCR, members of the TNFR superfamily and cytokine receptors (mainly the IL-2 receptor) culminate in the expression of the key transcription factor, FOXP3 (refs 7, 8). The NF-κB signalling pathway is critical for Treg cell differentiation, in particular, c-REL is necessary to consolidate FOXP3 expression to enable Treg cell proliferation^6^,^7^. In the periphery, Treg cells continue to rely on TCR and co-stimulatory inputs for their proliferation and differentiation into the various effector states that are required for proper immune regulation^9^,^10^,^11^.

The linear ubiquitin chain assembly complex (LUBAC) is composed of at least three proteins: ring finger protein 31 (RNF31/HOIP), RanBP-type and C3HC4-type zinc finger containing 1 (RBCK1/HOIL-1) and SHANK-associated RH domain interacting protein (SHARPIN/SIPL1)^12^. LUBAC can regulate diverse cell signalling pathways by catalysing the addition of linear ubiquitin chains to substrates. Innate and adaptive immune responses depend on LUBAC activity downstream of TNFR1, NOD2, TLR, NLRP3, TCR and B-cell receptor ligation^13^,^14^. These signals involve the linear ubiquitination of NEMO to reinforce canonical NF-κB signalling, although it is likely to be that other LUBAC substrates exist. Loss of LUBAC activity drives cells into apoptosis or necroptosis following exposure to TNF, lymphotoxin α or genotoxic stress^15^,^16^,^17^,^18^,^19^. All three LUBAC components are required for maximal linear ubiquitination; however, not all components are equal. Although HOIP deficiency alone completely ablates LUBAC activity^18^,^19^, SHARPIN-deficient cells still display substantial linear ubiquitination, because HOIL/HOIP complexes are able to sustain significant LUBAC function^17^,^18^,^19^. Consistent with these observations, HOIP-deficient mice are embryonic lethal^18^, whereas the SHARPIN-deficient mice from the chronic proliferative dermatitis mutation (*cpdm*) strain (hereafter referred to as *Sharpin*^*cpdm*^ mice) are born viable, but succumb to severe dermatitis at 12–14 weeks of age^20^,^21^.

Patients with loss-of-function mutations in *RBCK1* (encoding HOIL-1) or *RNF31* (encoding HOIP) exhibit impaired NF-κB responses, defects in B-cell activation and hyper-responsiveness of monocytes to IL-1β, the latter presumably driving auto-inflammatory disease^22^,^23^. These patients also had evidence of T-cell defects, including low thymic output and decreased TCRαβ^+^ CD4^+^ and CD8^+^ T cells, which exhibit poor proliferative responses to mitogens and antigens^22^,^23^, but whether these defects represent T-cell intrinsic defects is unclear.

In this study, we examine the requirement for each LUBAC component in T-cell and Treg cell lineages. The data reveal that LUBAC components play pivotal roles in late thymocyte differentiation of conventional T cells, non-conventional T cells and Treg cell homeostasis. LUBAC activity is necessary for the transcriptional programming of late thymocyte differentiation. Consistent with the distinct requirements for HOIL and HOIP versus SHARPIN in linear ubiquitination, the T-cell defects observed are more severe with HOIL-1 or HOIP deficiency compared with Sharpin deficiency. These data highlight previously unappreciated roles for LUBAC in T-cell biology.

## Results

### LUBAC activity is required for thymic T-cell differentiation

To determine whether T-cell differentiation requires LUBAC activity, we used loss-of-function genetic models for each of the three known components. We used a *Cd4*^*Cre*^ transgene to induce conditional excision of loxP-flanked alleles of *Rnf31* (the gene encoding HOIP) or *Rbck1* (the gene encoding HOIL-1) to create mice with T-lineage-specific deletion (hereafter termed *Hoip*^ΔCd4^ or *Hoil*^ΔCd4^, respectively). The role of the third LUBAC component was investigated using *Sharpin*^cpdm^ mice, which lack SHARPIN in all cells and were analysed before the development of extensive skin pathology.

The peripheral immune organs of *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice were almost completely devoid of CD8^+^ and CD4^+^ αβTCR^+^ T cells (Fig. 1a,b). Although the proportions of FOXP3^+^ Treg cells among αβTCR^+^ CD4^+^ T cells were normal in *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice, their number was greatly reduced, in line with the overall T-cell deficiency (Fig. 1a,b). The residual αβTCR^+^ T cells in *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice were predominantly CD44^hi^ CD62L^lo^ (Fig. 1c,d), suggestive of an activated/effector phenotype that is often associated with ‘homeostatic' expansion during lymphopenia^24^. By contrast, the numbers, proportions and activation status of conventional CD8^+^ and CD4^+^ T cells in *Sharpin*^cpdm^ mice were comparable to controls (Fig. 1a–d). Consistent with recent reports^25^,^26^, we observed that Treg cells were reduced in *Sharpin*^cpdm^ mice, although to a much lesser extent compared with the *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice (Fig. 1a,b). These data indicate that the LUBAC components HOIL-1 and HOIP are necessary for conventional CD4^+^ and CD8^+^ T-cell differentiation, and that SHARPIN is dispensable.

This differential requirement for LUBAC components extended to non-conventional T cells. CD1d-dependent NKT cells are potent immune modulatory T cells that can be detected by staining with α-galactosylceramide-loaded CD1d tetramers. NKT cells were virtually undetectable in the spleen and lymph nodes of *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice, yet they could be recovered from *Sharpin*^*cpdm*^ mice (albeit in reduced numbers compared to controls) (Fig. 1e,f and data not shown). Normal numbers of γδTCR^+^ T cells were found in *Sharpin*^cpdm^ mice (and, as expected, in *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice, as *Cd4*^*Cre*^ only becomes active after divergence of the αβTCR and γδTCR T cell lineages; Supplementary Fig. 1).

We tracked the origin of these T-cell defects to the thymus. The proportions of CD4^+^ and CD8^+^ SP thymocytes were significantly reduced in *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice but were found to be normal in *Sharpin*^cpdm^ mice (Fig. 2a,b and Supplementary Fig. 2). By contrast, the proportions and numbers of FOXP3^+^ Treg cells among CD4SP thymocytes were greatly diminished in all three strains, as were the CD25^+^ FOXP3^−^ and CD25^−^ FOXP3^+^ thymic Treg cell precursors (Fig. 2a,b). These data demonstrate that all three LUBAC components are required for the earliest checkpoint in Treg cell differentiation. NKT cells were almost undetectable in the thymus of *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice but were present in normal numbers in *Sharpin*^cpdm^ mice (Fig. 2c,d), demonstrating that this lineage has a dependency on LUBAC similar to that of conventional αβTCR T cells.

### Late-stage thymocyte differentiation requires HOIL-1 and HOIP

To parse out thymocyte differentiation following positive selection, we employed a staging scheme validated by Mingueneau *et al*.^1^ (schematically represented in Fig. 3a), comparing expression of the early activation marker CD69 and the mature SP marker MHC class I (MHC I, H2-K^b^). The proportions of pre-selection (CD69^−^ MHC I^low^) and early selection thymocytes (CD69^low/high^ MHC I^low^) were comparable among all strains (Fig. 3b), with normal numbers of CD4^+^CD8^low/intermediate^ cells^27^ progressing through differentiation (Supplementary Fig. 3). However, both *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice exhibited specific loss of the late selection/mature subsets (CD69^high^ MHC I^high^ and CD69^low^ MHC I^high^, termed Fractions 4 and 5, ref. 1), Fig. 3b and Supplementary Fig. 3). This defect corresponded to the loss of ‘mature' CD24^low^ CD62L^high^ CCR7^+/−^ CD4SP (Fig. 3c,d and Supplementary Fig. 3). By contrast, thymocytes from *Sharpin*^*cpdm*^ mice exhibited largely normal progression through these differentiation stages (Fig. 3b–e). These data establish that, in the absence of HOIL-1 or HOIP, early positive and negative selection events occur normally, but that SP thymocyte maturation is almost completely blocked.

Positively selected thymocytes upregulate the chemokine receptor CCR7 and migrate into the medulla, where a second ‘wave' of thymocyte selection and differentiation of FOXP3^+^ Treg cells occurs^7^,^28^. High expression of the transcription factor HELIOS in FOXP3^−^ CCR7^+^ CD4SP identifies thymocytes destined for either deletion (negative selection) or early differentiation into the Treg cell lineage following high-avidity TCR stimulation^29^. We noted a marked reduction in the proportions and numbers of HELIOS^high^ FOXP3^−^ CCR7^+^ CD4SP in *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice compared with controls (Fig. 3f). However, CD5 levels (a surrogate marker of TCR signal strength) in mice lacking LUBAC components were comparable to those seen in controls (data not shown). These data suggest that the reduction in HELIOS^high^ FOXP3^−^ CCR7^+^ CD4SP cells in mice lacking LUBAC components was not associated with altered TCR signal strength but rather impaired induction of differentiation programmes parallel to or downstream of high-avidity TCR signals.

Interactions between maturing thymocytes and thymic epithelial cells are essential for the induction of a normal thymic medulla, primarily via the provision of ligands for members of the TNFR superfamily that are expressed by the epithelium^30^. To investigate the possibility that defects in the thymic microenvironment might contribute to the block in SP thymocyte differentiation observed in *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice, we created irradiation chimeras reconstituted with 50:50 mixtures of haematopoietic precursors from the mutant mice with CD45.1^+^ congenically marked wild-type (WT) mice. Although the double-negative (DN) and DP thymocyte precursor populations showed ∼40–50% representation of the CD45.2^+^ *Hoip*^ΔCd4^ or *Hoil*^ΔCd4^ compartments, there was a specific loss of CD45.2^+^ cells at the CD8SP, CD4SP CCR7^+^ ‘wave 2' and FOXP3^+^ Treg cell stages (Fig. 3g). Virtually, no HOIP- or HOIL-1-deficient T-lineage cells were detected in the periphery of these chimeras (Fig. 3g). These data demonstrate that the requirement for LUBAC activity is T-cell intrinsic.

We then tested whether LUBAC deficiency was causing apoptosis of SP thymocytes. LUBAC activity might be required to prevent induction of pro-apoptotic BH3-only proteins or to upregulate pro-survival BCL-2 proteins downstream of TCR signalling^31^, or in response to DNA damage^15^. Therefore, we tested whether the complete ablation of the mitochondrial pathway of apoptosis would rescue T-cell differentiation in *Hoip*^ΔCd4^ mice. The multi-BH domain pro-apoptotic BCL-2 family proteins BAX and BAK are essential for the mitochondrial outer membrane permeabilization that executes this pathway of apoptosis^32^. Extensive redundancy between BAX and BAK, and the early lethality observed in *Bax*^−/−^*Bak*^−/−^ mice necessitated conditional deletion of *Bax* using *Cd4*^*Cre*^ on a *Bak*^−/−^ background to induce T-cell-specific ablation of the mitochondrial pathway of apoptosis. As expected, the DN block observed in *Bax*^−*/*−^*Bak*^−*/*−^ haematopoietic chimeras^33^ was bypassed in *Bax*^ΔCd4^*Bak*^−*/*−^ mice, yet expansion of CD4SP, CD8SP and mature DN thymocytes, and increased percentages of peripheral T cells were observed (Fig. 3h). The compound loss of BAX and BAK in *Hoip*^ΔCd4^ mice did not restore late-stage thymocyte differentiation or peripheral T cells (Fig. 3h and data not shown). These data indicate that LUBAC was neither required to antagonize thymocyte deletion nor to transduce pro-survival signals to block the mitochondrial apoptotic pathway.

### NF-κB signalling is partially impaired by LUBAC deficiency

Previous studies found that LUBAC is critical for optimal NF-κB activation downstream of immune receptor signalling in B-cell lymphomas and Jurkat T cells by associating with the CARD11/BCL-10/MALT1 (CBM) complex^34^,^35^. Therefore, we compared the kinetics and extent of activation of the NF-κB pathway following CD3/CD28 stimulation of thymocytes from *Hoil*^ΔCd4^, *Sharpin*^cpdm^ and control mice. The degradation of inhibitor of κBα (IκBα) is a hallmark of NF-κB activation and was apparent within 0.5 h of CD3/CD28 stimulation of control thymocytes (Fig. 4a). However, in CD3/CD28-stimulated thymocytes from *Hoil*^ΔCd4^ mice, IκBα degradation was delayed (Fig. 4a), suggesting that loss of this LUBAC component caused defects in NF-κB activation. By contrast, the kinetics of p38 mitogen-activated protein kinase phosphorylation following CD3/CD28 stimulation of *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ thymocytes was comparable to controls (Fig. 4a). Although these data show that LUBAC is involved in transducing TCR-dependent NF-κB signals in thymocytes, this defect is unlikely to explain the block in late-stage thymocyte differentiation observed in *Hoil*^ΔCd4^ and *Hoip*^ΔCd4^ mice. Loss of CARD11, BCL10 or MALT1 completely blocks NF-κB activation following TCR stimulation of thymocytes, yet these defects do not impair conventional T-cell development (for example, see ref. 36). Collectively, these findings suggest a requirement for LUBAC in thymocyte differentiation beyond NF-κB activation downstream of TCR and the CBM complex. Therefore, we tested whether LUBAC was also required in thymocytes for NF-κB activation downstream of stimulation of TNFR family members. TNF stimulation of WT thymocytes induced phosphorylation of p65 (RELA) within 5 min and degradation of IκBα within 15 min (Fig. 4b). HOIL-1 or HOIP deficiency reduced and delayed TNF-induced p65 phosphorylation and IκBα degradation (Fig. 4b). Although TNF-stimulated thymocytes from *Hoil*^ΔCd4^ and *Hoip*^ΔCd4^ mice exhibited similar kinetics of p38 mitogen-activated protein kinase phosphorylation, the overall levels appeared to be lower than in control cells (Fig. 4b). Collectively, these data reveal a requirement for LUBAC activity in optimal NF-κB activation downstream of both TCR and TNFR ligation.

To determine whether enforced NF-κB activation could rescue the thymic defects observed in *Hoip*^ΔCd4^ mice, we introduced a *Cre*-inducible allele of mutant *Ikbkb* that encodes a constitutively active form of IKK2 (IKKca) when expressed^37^. Although the proportions of CD4SP and CD8SP remained low in *Hoip*^ΔCd4^IKKca mice, the proportions of mature CD4^+^CD24^low^CD62^high^ cells and FOXP3^+^ cells were restored to levels observed in control mice (Fig. 4c). Nevertheless, *Hoip*^ΔCd4^IKKca mice had severe T-cell deficiency in the periphery (Fig. 4d). This outcome indicates that the reinforcement of NF-κB signalling in LUBAC-deficient T cells only partially rescues the block in late-stage T-cell differentiation, and that other cell survival or differentiation programmes must also rely on LUBAC.

### LUBAC does not antagonize TNF-induced killing of thymocytes

Impaired LUBAC function can switch pro-survival TNFR1 signalling into caspase-8-dependent apoptosis or caspase-independent, RIPK1/RIPK3/MLKL-mediated necroptosis^17^,^38^,^39^. TNF is produced constitutively in the thymic medulla by epithelial cells and dendritic cells^8^, prompting the hypothesis that LUBAC deficiency might lead to the death of medullary SP and Treg cells. Surprisingly, we found that TNF treatment of thymocytes from *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice did not induce greater cell death than observed in control thymocytes (Fig. 5a). Moreover, treatment of cells with TNF plus a small molecular mimetic of second mitochondria-derived activator of caspases (SMACs) did not induce additional death of *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ thymocytes. Similarly, when TNF/SMAC mimetic-induced cell death was blocked by the caspase inhibitor, QVD-OPh, to engage the alternative cell death mechanism, necroptosis, the viability of thymocytes from *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice was comparable to WT thymocytes (Fig. 5a). Necroptosis is dependent on the activities of RIPK1, RIPK3 and the pseudo-kinase MLKL. Blocking necroptosis using the RIPK1 inhibitor necrostatin-1 did not alter the survival of thymocytes from *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ or *Sharpin*^cpdm^ mice *in vitro*. These data do not support the notion that LUBAC deficiency sensitizes thymocytes to TNF-induced cell death.

We also tested this hypothesis *in vivo* by analysing whether the loss of thymic Treg cells in *Sharpin*^cpdm^ mice could be rescued by genetic ablation of TNF or critical cell death inducers. *Tnf*^−/−^*Sharpin*^cpdm^ mice are protected from multi-organ inflammation^19^, but the fivefold reduction in thymic Treg cells caused by SHARPIN deficiency was not restored by loss of TNF (Fig. 5b,c). However, lymphotoxin α can serve as an alternative ligand for TNFR1 and is also extensively expressed in the thymic medulla. Formation of the death-inducing complex II following TNFR1 ligation can initiate caspase-8-dependent apoptosis or, when caspases are inhibited, RIPK3- and MLKL-dependent necroptosis^40^. Although normal differentiation of thymic Treg cells was observed in *Mlkl*^−/−^ and *Mlkl*^−/−^*Casp8*^−/−^ mice, the reduction of thymic Treg cells caused by SHARPIN deficiency was not corrected in *Sharpin*^cpdm^*Mlkl*^−/−^*Casp8*^−/−^ mice (Fig. 5b,c). Likewise, loss of *Ripk3* and *Casp8* haploinsufficiency failed to rescue the thymic Treg cell defects in *Sharpin*^cpdm^ mice (Fig. 5b,c).

To test whether the block in conventional thymocyte differentiation observed in *Hoip*^ΔCd4^ mice was caused by complex II-mediated apoptotic cell death, we generated *Hoip*^ΔCd4^*Casp8*^ΔCd4^*Mlkl*^−/−^ mice. Genetic ablation of caspase-8-mediated apoptosis and MLKL-mediated necroptosis failed to restore normal SP thymocyte differentiation or peripheral T-cell numbers in *Hoip*^ΔCd4^ mice (Fig. 5d). Collectively, these data demonstrate that LUBAC is not solely required to prevent apoptotic or necroptotic cell death in medullary thymocytes, but rather must be necessary for a process that is critical for the differentiation of maturing thymocytes.

### LUBAC is required for transcriptional programming of T cells

To identify the impact of LUBAC deficiency on the transcriptional programme of thymocyte differentiation immediately following positive selection, we fluorescence-activated cell sorting (FACS) purified lineage-depleted CD69^+^ MHC I^low^ and CD69^+^ MHC I^high^ thymocytes (Fractions 3 and 4; ref. 1) from WT, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice, and subjected them to RNA sequencing. These populations were selected because: (1) this transition is associated with consolidation of the large transcriptional changes that follow positive selection^1^; (2) the subset composition of these fractions, defined by CD4 and CD8 expression, was comparable among mice of the different genotypes (Supplementary Fig. 3); and (3) this transition immediately precedes the loss of mature SP observed in the *Hoil*^ΔCd4^ and *Hoip*^ΔCd4^ mice (Fig. 3a).

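RNA was sequenced from 18 samples, a CD69+ MHC I low and a CD69+ MHC I high sample from each of 3 WT, 3 *Hoil* ΔCd4 and 3 *Sharpin* cpdm mice. CD69 appears on thymocytes that have received a T-cell receptor signal, and surface MHC I rises as positively selected thymocytes mature, so the MHC I high fraction is the later stage. *Hoil* ΔCd4 mice delete *Rbck1*, the gene of HOIL-1, in the T-cell lineage, and *Sharpin* cpdm mice lack SHARPIN in all cells. During the sort the authors excluded dead cells, cells with CD25 (encoded by *Il2ra*) or CD44 on their surface, and cells with markers of other lineages. They mapped single-end reads to the mouse genome (mm10) with the subread aligner and counted them per gene with featureCounts and its RefSeq annotation. The deposited values are these counts, without normalization, for 27179 genes listed by Entrez Gene ID. The paper's text does not name the settings for strand or for reads that match several places, so members of gene families such as MHC I could share reads.
Between 10577966 and 16266128 reads per sample were counted on genes, with a median of 13979793. The median total was 15879454 in WT MHC I low (range 12870715–15918097), 14777248 in WT MHC I high (12808248–16266128), 13830598 in *Hoil* ΔCd4 MHC I low (11805778–15042152) and 13322445 in *Hoil* ΔCd4 MHC I high (10577966–13408977). It was 11929309 in *Sharpin* cpdm MHC I low (11839227–15173599) and 15900114 in *Sharpin* cpdm MHC I high (14128988–16078502). Every pair of samples from one group differed by more than the sampling noise of their counts (chi-square per degree of freedom from 5.26 to 16.7), so all were kept as separate replicates.
The counts were analysed with the settings of the paper's methods. Genes with at least 0.5 CPM (counts relative to the total of the sample) in at least 3 samples were kept. Chromosome Y genes and *Xist* were removed, because the mice were of both sexes, as were predicted genes and genes without an official symbol. This left 12798 genes. Counts were scaled by TMM and transformed to log2 CPM with a prior count of 1. All 18 samples entered one limma model of 6 groups with sample quality weights and each mouse as a random block (correlation between the fractions of one mouse 0.224). A gene was called when its Benjamini–Hochberg adjusted p-value was under 0.05. Unless another test is named, the fold changes, standard errors and adjusted p-values given for single genes come from this limma model.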

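The genes of the LUBAC components were examined first in every sample. *Rbck1* (Entrez Gene 24105) lies on chromosome 2 of GRCm38 (mm10) from 152316334 to 152332663. Its level was 222.5 ± 6.08 CPM (SD, n = 3) in WT and 0.5436 ± 0.256 CPM in *Hoil* ΔCd4 MHC I low cells, a log2 fold change of −8.63 (standard error 0.288, adjusted p = 5.29e-09, limma). The MHC I high level was 266.1 ± 2.28 CPM in WT and 5.724 ± 2.81 CPM in *Hoil* ΔCd4 mice, a log2 fold change of −5.55 (standard error 0.259, adjusted p = 1.44e-07, limma). The MHC I high sample of *Hoil* ΔCd4 mouse 2, the highest of the 3 for *Rbck1*, also held 64.6 CPM of *Xist* in an animal with chromosome Y transcripts. *Sharpin* (Entrez Gene 106025; chromosome 15, 76347040–76351110) was lower in *Sharpin* cpdm mice, with 71.49 ± 4.49 against 91.31 ± 5.76 CPM in MHC I low cells (log2 fold change −0.36, standard error 0.0683, adjusted p = 0.000521, limma). Its MHC I high level was 73.81 ± 4.25 against 89.7 ± 2.87 CPM (log2 fold change −0.29, standard error 0.0618, adjusted p = 0.00209, limma). The MHC I high call was lost without WT mouse 1 (adjusted p = 0.0615) and without WT mouse 3 (0.093; alternatives 0.000524–0.093). *Rnf31* (HOIP; Entrez Gene 268749; chromosome 14, 55591713–55603674) was at 101.2 ± 3.68 CPM in WT MHC I low and 117.2 ± 1.63 CPM in WT MHC I high cells and was called in neither mutant. Its smallest adjusted p was 0.0865, in *Hoil* ΔCd4 MHC I high cells (log2 fold change −0.17).
Of the genes that mark the sort, *H2-K1* (chromosome 17, 33996012–34000619) was at 215.6 ± 5.87 CPM in WT MHC I low and 2003 ± 27.0 CPM in WT MHC I high cells. *Xist* and the chromosome Y gene *Ddx3y* had a female pattern in 10 samples (*Xist* 3200–4470 CPM, *Ddx3y* 0–0.384 CPM) and a male pattern in 8 (*Xist* 0.606–64.6 CPM, *Ddx3y* 225–428 CPM). By this pattern the 3 WT mice were female, while *Hoil* ΔCd4 and *Sharpin* cpdm mice were each 1 female and 2 males.

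**Figure D1:**
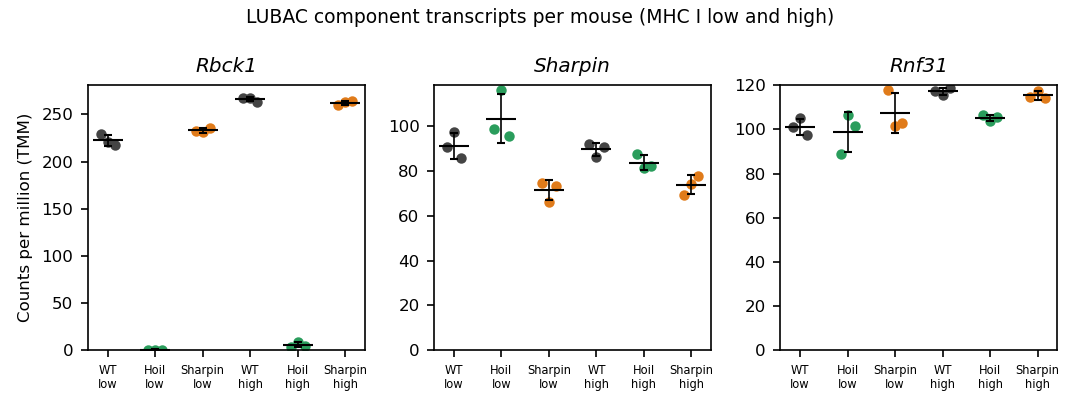
Levels of *Rbck1*, *Sharpin* and *Rnf31* in CPM (TMM-scaled), one point per mouse with the mean and SD of the 3 mice of each genotype and fraction. *Rbck1* is between 222.5 and 266.1 CPM on average in WT cells and at 0.5436 and 5.724 CPM in *Hoil* ΔCd4 MHC I low and MHC I high cells; *Sharpin* falls less in *Sharpin* cpdm cells, and *Rnf31* is similar in the 3 genotypes.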

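In MHC I low cells, 126 genes differed between *Hoil* ΔCd4 and WT mice, 54 higher and 72 lower. A larger number, 851 genes, differed in MHC I high cells, 491 higher and 360 lower. Without adjustment, 1419 and 2821 genes had a p-value under 0.05. The same genes tested with edgeR's quasi-likelihood test gave 125 and 404 calls, and DESeq2 gave 198 and 484. The genes called by limma in each fraction had 68 in common, all changed in the same direction. Single mice moved these counts most. Without WT mouse 3 there were 134 calls in MHC I high cells, and without *Hoil* ΔCd4 mouse 1 there were 1229. In MHC I low cells the count ranged from 62 without WT mouse 1 to 221 without *Hoil* ΔCd4 mouse 1. With *Xist* as a covariate for the sex of the mice, 214 genes were called in MHC I low and 857 in MHC I high cells.
Whether the *Hoil* ΔCd4 effect differed between fractions was tested directly, as the change from MHC I low to MHC I high in *Hoil* ΔCd4 minus that in WT. This test called 51 genes, 38 higher and 13 lower in the mutant, and 1338 genes had an unadjusted p-value under 0.05. It depended on the test and on single mice, with 20 calls by DESeq2 and 1 by edgeR's quasi-likelihood test. Here and below, edgeR and DESeq2 were fitted without the mouse and without sample quality weights. They therefore ignore the pairing of the fractions of one mouse, so a lost call need not be due to the test itself. Without *Hoil* ΔCd4 mouse 3 or WT mouse 3 limma gave 0 calls (1139 and 859 genes at an unadjusted p-value under 0.05). A gene called in one fraction and not in this test is not shown to differ between the fractions.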

HOIL deficiency altered the transcriptome immediately following positive selection (124 differentially expressed genes in CD69^+^ MHC I^low^ thymocytes) and this effect was amplified in CD69^+^ MHC I^high^ thymocytes (724 differentially expressed genes; Fig. 6a). 

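Between *Sharpin* cpdm and WT mice, 1565 genes differed in MHC I low cells (680 higher, 885 lower) and 1103 in MHC I high cells (531 higher, 572 lower). The unadjusted p-value was under 0.05 for 3407 and 2931 genes. edgeR's quasi-likelihood test called 1138 and 521 genes and DESeq2 1264 and 601. Without WT mouse 3, the limma counts fell to 828 and 239, the lowest of the 9 fits that each left out one mouse. With *Xist* as a covariate they were 1371 and 1367. In both fractions, 427 genes were called in the same direction and 14 in opposite directions. The change from MHC I low to MHC I high differed from that in WT for 400 genes (281 higher, 119 lower, and 30 by edgeR's quasi-likelihood test, fitted without the mouse).
Several of the most significant genes lie close together on chromosome 7. *Tspan32* (143004907–143019486) had a log2 fold change of −3.10 in MHC I low (standard error 0.0834, adjusted p = 9.99e-22) and −1.66 in MHC I high cells (adjusted p = 6.51e-16). *Tnfrsf26* (143607685–143627845), whose neighbours *Tnfrsf22* and *Tnfrsf23* are paralogs that could share its reads, was at least 143-fold lower in MHC I low and at least 124-fold lower in MHC I high cells, where no *Sharpin* cpdm sample had more than 3 counts. *Plekha1* (130860551–130913494) was higher in MHC I low cells, with a log2 fold change of 1.43 (standard error 0.0631, adjusted p = 6.49e-17). Its neighbour *Htra1* (130936203–130985658) was at least 55-fold higher in MHC I low and at least 22.7-fold higher in MHC I high cells. In MHC I low cells, 8 of the 40 genes tested between 130 and 140 Mb of this chromosome and 10 of the 76 between 140 and 150 Mb were called with a fitted change of at least 2-fold. *Rab4a* (chromosome 8, 123805846–123835291) fell by 3.34 on the log2 scale in MHC I low cells and *Nnt* (chromosome 13, 119335527–119409257) rose by 0.94 (adjusted p = 1.88e-16 and 1.7e-10). *Nnt* was also higher than WT in *Hoil* ΔCd4 MHC I low (0.48, adjusted p = 0.000632) and MHC I high cells (0.57, adjusted p = 7.09e-06). *Rab4a* was called in neither (adjusted p = 0.903 and 0.914).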

Surprisingly, thymocytes from *Sharpin*^cpdm^ mice had more substantial alteration of the transcriptome, perhaps reflecting the consequences of moderate LUBAC defects throughout T-cell differentiation (compared with the conditional deletion of HOIL-1 at the DP stage) and minor differences in the genetic background (still largely C57BL/Ka versus WT C57BL/6). 

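Besides *Rbck1*, the genes with the smallest p-values of their direction in *Hoil* ΔCd4 cells included *Marchf6* (chromosome 15, 31455899–31531082), which fell in both fractions. Its log2 fold change was −0.85 in MHC I low (standard error 0.067, adjusted p = 1.41e-09) and −0.84 in MHC I high cells (standard error 0.0602, adjusted p = 1.49e-10). *Cpt1a* (chromosome 19, 3322326–3385735) rose by 1.02 in MHC I low (standard error 0.101, adjusted p = 3.55e-07) and by 0.97 in MHC I high cells (standard error 0.0907, adjusted p = 1.44e-07). Next of their direction in MHC I low cells were *Gramd3* among the lower genes (chromosome 18, 56387485–56503792; −1.16, adjusted p = 2.25e-08), and among the higher ones *Sh3bgrl2* (chromosome 9, 83548338–83600292; 2.11, adjusted p = 1.96e-05) and *Ptprv* (chromosome 1, 135108498–135132575; 2.23, adjusted p = 3.05e-05). *Ptprv* is annotated as a transcribed pseudogene, so its counts could include reads of related genes. In MHC I high cells *Inf2* (chromosome 12, 112588744–112615557) fell by 0.88 (standard error 0.0848, adjusted p = 1.26e-07). *Fkbp5* (chromosome 17, 28398753–28486149) and *Rrm1* (chromosome 7, 102441695–102469771) rose by 0.55 and 0.59 (adjusted p = 1e-06 and 1.22e-06). Each of these calls had the same direction in all 3 *Hoil* ΔCd4 mice.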

To analyse the transcriptional changes associated with the block in SP thymocyte differentiation, we performed a heat-map analysis of the most significantly upregulated (25) or downregulated (50) genes in CD69^+^ MHC I^low^ and CD69^+^ MHC I^high^ thymocytes from *Hoil*^ΔCd4^ compared with WT mice (Fig. 6b). 

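The NF-κB target genes were examined as a list of 165 genes, of which 107 passed the filter. Their median log2 fold change against WT was −0.17 in *Hoil* ΔCd4 MHC I low cells (82 of 107 lower) and −0.12 in *Hoil* ΔCd4 MHC I high cells (75 lower). In *Sharpin* cpdm mice it was −0.15 in MHC I low (69 lower) and −0.10 in MHC I high cells (75 lower). limma's rotation test (roast, 9999 rotations, two-sided) gave a p-value of 1e-04, the smallest it can give, for both MHC I low comparisons and of 2e-04 for both MHC I high comparisons. Adjusted over the 16 tests of 4 lists in 4 comparisons, p was 0.00064 for each. Genes with a group at or under 3 counts numbered 6 in *Hoil* ΔCd4 MHC I low, 3 in *Hoil* ΔCd4 MHC I high and 2 in each *Sharpin* cpdm comparison, and without them the medians were −0.16, −0.12, −0.15 and −0.11. Over the alternatives fitted for lists, the largest p was 0.0116, in *Sharpin* cpdm MHC I high cells with only the groups compared in the fit. Without *Sharpin* cpdm mouse 2 the median in *Sharpin* cpdm MHC I low cells was −0.089.
Over all genes tested, 25 members of the list were called lower and 1 higher in *Hoil* ΔCd4 MHC I low, and 24 lower and 3 higher in *Hoil* ΔCd4 MHC I high cells. Adjusted over the list alone, these counts were 40 lower and 4 higher, and 31 lower and 7 higher. In *Sharpin* cpdm mice, 34 were called lower and 7 higher in MHC I low, and 24 lower and 3 higher in MHC I high cells (37 and 13, and 35 and 5, adjusted over the list alone). In MHC I low cells 19 members were called lower in both mutants, 0 higher in both and 1 in opposite directions. Of the MHC I high calls, 16 were lower and 1 higher in both.
Across all genes, 50 were called in the same direction in both mutants in MHC I low cells (13 higher, 37 lower) and 298 in MHC I high cells (208 higher, 90 lower), and 8 and 7 were called in opposite directions. Both comparisons use the same WT samples, which alone produces a resemblance. In 20 simulations of unchanged groups against shared controls, at most 0 genes were called in both comparisons in the same direction, in either fraction. These simulated samples had no effects of the mouse and no differences in quality. Equally long lists of the most significant genes, taken whether called or not, shared 59.4 genes in MHC I low (at most 72) and 225 in MHC I high cells (at most 248). Such lists hold uncalled genes, so their overlap is no yardstick for the numbers of shared calls. The Pearson correlation of log2 fold changes across all genes, which are not independent replicates, was 0.314 in MHC I low and 0.456 in MHC I high cells against simulated means of 0.475 and 0.492.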

Reduced expression of many core NF-κB target genes was a common feature of thymocytes from *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice. These included genes involved in negative feedback (for example, *Nfkbia* (or IκBα), *Nfkbie* (or IκBɛ), *Birc3* (or cIAP2) and *Tnfaip3* (or A20)) and T-cell differentiation (particularly of FOXP3^+^ Treg cells; for example, *Gadd45b*, *Il2ra*, *Tnfrsf18*, *Tnfrsf4* (or OX40) and *Relb*; Fig. 6b). 

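*Nfkbia* (Entrez Gene 18035; chromosome 12, 55489409–55492647) was at 197.0 ± 13.9 CPM (SD, n = 3) in WT, 130.3 ± 4.6 in *Hoil* ΔCd4 and 118.8 ± 9.4 in *Sharpin* cpdm MHC I low cells. Its MHC I high level was 201.6 ± 2.78, 156.5 ± 5.8 and 153.8 ± 6.2 CPM. The log2 fold changes were −0.59 (standard error 0.0639, adjusted p = 5.9e-07) and −0.37 (standard error 0.0573, adjusted p = 0.000127) in *Hoil* ΔCd4 MHC I low and MHC I high cells. The *Sharpin* cpdm values were −0.73 (standard error 0.0582, adjusted p = 2.14e-10) and −0.40 (standard error 0.0526, adjusted p = 4.37e-06).
*Tnfaip3* (chromosome 10, 19000910–19015410) was lower in all 4 comparisons, with log2 fold changes from −0.56 to −0.31 and adjusted p-values of at most 0.000322. *Birc3* (chromosome 9, 7847468–7873205) was also called in all 4, with −0.44 in *Hoil* ΔCd4 MHC I low and −0.62 in *Sharpin* cpdm MHC I low cells. Its smaller changes in MHC I high cells, −0.27 (adjusted p = 0.006) and −0.26 (adjusted p = 0.00286), were lost in 4 fits that left out a mouse (*Hoil* ΔCd4 mouse 2, adjusted p = 0.182, alternatives 0.0013–0.182) and without WT mouse 3 (0.0872, alternatives 0.00137–0.0872). *Nfkbie* (chromosome 17, 45555700–45563169) was called in MHC I low cells of *Hoil* ΔCd4 (−0.49, adjusted p = 0.00757) and *Sharpin* cpdm mice (−0.60, adjusted p = 3.46e-05), the former lost in 3 fits that left out a mouse (*Hoil* ΔCd4 mouse 3, 0.112, alternatives 0.00118–0.112). It was not called in MHC I high cells (−0.26, adjusted p = 0.0716, and −0.21, adjusted p = 0.104), although 2 of 21 alternatives called it in *Hoil* ΔCd4 MHC I high cells, with adjusted p = 0.0458 where at least 10 counts were required in every sample (alternatives 0.0458–0.454).
*Il2ra* (chromosome 2, 11642792–11693194) and *Gadd45b* (chromosome 10, 80930091–80932204) changed more than *Nfkbia* in all 4 comparisons. *Il2ra* was at 15.96 ± 4.15 CPM in WT, 6.216 ± 1.43 in *Hoil* ΔCd4 and 5.962 ± 0.952 in *Sharpin* cpdm MHC I low cells. Its log2 fold changes were −1.34 and −1.10 in *Hoil* ΔCd4 and −1.37 and −1.11 in *Sharpin* cpdm MHC I low and MHC I high cells, with adjusted p-values of at most 0.000142. *Gadd45b* changed by −1.17 and −1.28 in *Hoil* ΔCd4 and by −1.16 and −0.92 in *Sharpin* cpdm cells, with adjusted p-values of at most 2.78e-05. Both were called against WT in all 4 comparisons under each of the 21 alternatives.
*Tnfrsf18* (chromosome 4, 156026322–156028894) changed by −0.39 and −0.40 in *Hoil* ΔCd4 and by −0.15 (adjusted p = 0.144) and −0.29 (adjusted p = 0.00149) in *Sharpin* cpdm cells. *Tnfrsf4* (chromosome 4, 156013595–156016613) changed by −0.73 and −0.67 in *Hoil* ΔCd4 and by −0.28 (adjusted p = 0.0927) and −0.35 (adjusted p = 0.0214) in *Sharpin* cpdm cells. Between *Hoil* ΔCd4 and *Sharpin* cpdm MHC I low cells, *Tnfrsf18* (−0.24, adjusted p = 0.0356) and *Tnfrsf4* (−0.45, adjusted p = 0.0179) were lower in *Hoil* ΔCd4 cells, while in MHC I high cells neither was called (adjusted p = 0.349 and 0.0692). *Relb* (chromosome 7, 19606217–19629438) changed by −0.51 and −0.36 in *Hoil* ΔCd4 and by −0.43 and −0.23 (adjusted p = 0.02) in *Sharpin* cpdm cells. The *Sharpin* cpdm MHC I high calls of *Tnfrsf4* and *Relb* were each lost under 8 of 21 alternatives, *Relb* for example with edgeR's quasi-likelihood test (adjusted p = 0.141, alternatives 0.00108–0.275) and *Tnfrsf4* without sample quality weights (0.0511, alternatives 0.00167–0.391). That of *Tnfrsf18* was lost without WT mouse 3 (0.0832, alternatives 0.000779–0.0832), and the *Relb* call in *Hoil* ΔCd4 MHC I high cells without *Hoil* ΔCd4 mouse 2 or WT mouse 3 (0.0693 and 0.0615, alternatives 9.49e-05–0.0693). Only 1 alternative called *Tnfrsf4* in *Sharpin* cpdm MHC I low cells, the fit of only the groups compared (0.0236, alternatives 0.0236–0.238).
Of the genes listed in Fig. 6b, all 25 upregulated and 49 of the 50 downregulated genes in MHC I low cells and all 25 and 48 of the 50 in MHC I high cells passed the filter. Each of these was called in the same direction, and 23, 49, 23 and 47 were among equally many genes with the smallest p-values.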

To determine whether there was a defect in the induction of NF-κB target genes in the LUBAC-deficient strains during the differentiation from CD69^+^ MHC I^low^ into CD69^+^ MHC I^high^ thymocytes, we first identified 154 NF-κB target genes that were significantly up- or downregulated during this transition in WT cells. 

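In WT mice, 6956 genes differed between MHC I high and MHC I low cells, 3523 higher and 3433 lower in MHC I high cells (5506 with edgeR's quasi-likelihood test and 5368 with DESeq2). Leaving out one mouse at a time gave 4933 to 7018 calls. *H2-K1*, which marks the sort, had the smallest p-value (log2 fold change 3.21, standard error 0.0504, adjusted p = 1.13e-29). It was followed by *Adgrg5* (chromosome 8, 94921811–94943293; 5.41, adjusted p = 1.69e-28) and *Cyth4* (chromosome 15, 78597047–78622019; 2.62, adjusted p = 5.03e-28). *H2-Q2* (chromosome 17, 35342307–35346764) fell by 2.68 (adjusted p = 5.12e-23), but as an MHC I gene it could share reads with *H2-K1*.
The web list of NF-κB target genes was not used here. Of the 107 genes tested from the list of 165, 76 were called between the fractions in WT mice, 47 higher and 29 lower in MHC I high cells. Over 21 alternatives the number was between 64, when at least 10 counts were required in every sample, and 80, when no filter on low counts was applied. edgeR's quasi-likelihood test and DESeq2 each called 73.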

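The changes of the 76 NF-κB target genes from MHC I low to MHC I high cells were compared between genotypes. In *Hoil* ΔCd4 cells, 75 of the 76 changed in the same direction as in WT cells, and the slope of the *Hoil* ΔCd4 on the WT log2 fold changes, fitted through 0, was 0.98. In *Sharpin* cpdm cells all 76 changed in the WT direction, with a slope of 1.02. Across these genes, which are not independent replicates, the Pearson correlation with WT was 0.959 for *Hoil* ΔCd4 and 0.978 for *Sharpin* cpdm cells. roast with the genes weighted by their direction in WT gave a p-value of 1e-04, the smallest that the rotations allow, for both. The slopes stayed between 0.949 and 1.03 in *Hoil* ΔCd4 and between 0.983 and 1.03 in *Sharpin* cpdm cells over the alternatives fitted for lists. The change between fractions differed from that in WT for 2 of the 76 genes in *Hoil* ΔCd4 and for 11 in *Sharpin* cpdm cells. The 76 include *H2-K1*, whose protein parted the fractions in the sort (3.21 in WT, 3.28 in *Hoil* ΔCd4 and 3.22 in *Sharpin* cpdm cells). They also include *Cd69*, by which both fractions were gated. The sort itself thus favours some agreement between genotypes. No slope was fitted for genes outside the list, so these values do not set NF-κB target genes apart from others.
As a list, the 107 genes had a difference in change of 0.06 in *Hoil* ΔCd4 (median log2, roast adjusted p = 0.065, over 8 tests of 4 lists in both mutants) and of 0.03 in *Sharpin* cpdm cells (adjusted p = 0.343). For single members, the difference was called positive for 12 and negative for 3 in *Sharpin* cpdm cells (17 and 9 adjusted over the list alone), and positive for 3 and negative for 0 in *Hoil* ΔCd4 cells (9 and 0). *Nfkbia* in *Sharpin* cpdm cells was reduced less in MHC I high than in MHC I low cells (log2 difference 0.33, adjusted p = 0.00676), as was *Birc3* (0.36, adjusted p = 0.0071). In *Hoil* ΔCd4 cells the difference for *Nfkbia* was 0.23 (adjusted p = 0.225).

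**Figure D2:**
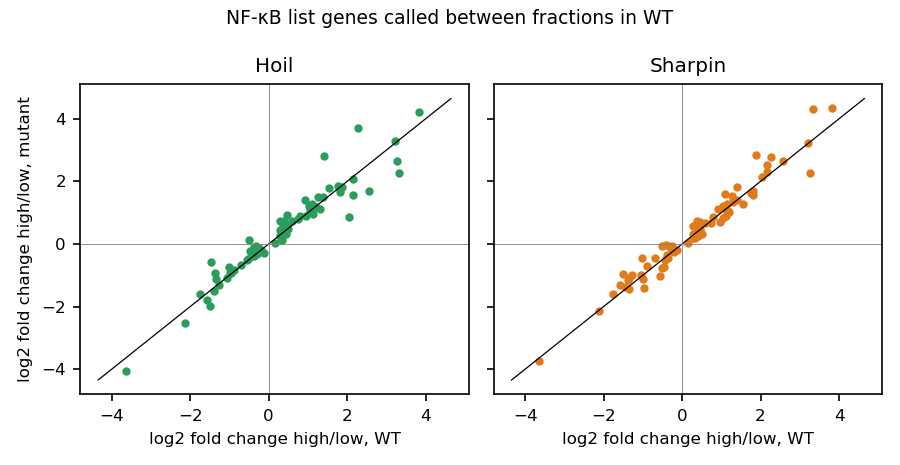
Change between fractions of the 76 NF-κB target genes called in WT cells, which include the sort genes *H2-K1* and *Cd69*. Each point is a gene, with its log2 fold change (MHC I high against MHC I low) in WT cells on the horizontal axis and in *Hoil* ΔCd4 or *Sharpin* cpdm cells on the vertical axis, and the diagonal marks equal changes. The points follow the diagonal, with slopes of 0.98 and 1.02.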

Barcode enrichment plots show that, despite the dampened transcription of NF-κB target genes, the magnitude and direction of changes induced in these transcripts during the post-positive selection stages was maintained in HOIL- and SHARPIN-deficient cells (Supplementary Fig. 4). These findings support our earlier data showing that, although LUBAC-deficient thymocytes have impaired NF-κB signalling, this defect does not by itself explain the block in thymocyte differentiation observed in *Hoil*^ΔCd4^ and *Hoip*^ΔCd4^ mice.

We therefore focused on transcriptional changes that were observed in thymocytes from *Hoil*^ΔCd4^ mice (where differentiation was blocked), but not *Sharpin*^cpdm^ mice (where conventional thymocyte differentiation proceeds normally). This filter revealed that genes involved in cytokine signalling were prominent; HOIL-deficient thymocytes failed to upregulate *Il7r* and downregulate *Cish* (encoding the SOCS family member, CIS, an inhibitor of IL-2 signalling), *Il2rb* and *Cxcr4* (Fig. 6c,d). 

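Among the genes called in *Hoil* ΔCd4 cells, 76 in MHC I low and 553 in MHC I high cells were not called in the same direction in *Sharpin* cpdm cells. A gene called in one mutant and not in the other is not thereby shown to differ between them, so *Hoil* ΔCd4 and *Sharpin* cpdm cells were also compared directly. This comparison called 1213 genes in MHC I low (655 higher and 558 lower in *Hoil* ΔCd4) and 861 in MHC I high cells (475 higher and 386 lower). edgeR's quasi-likelihood test called 1505 and 518 and DESeq2 1612 and 605. It called 58 of the 76 and 228 of the 553 genes. The genes with the smallest p-values between the mutants included *Tspan32*, *Tnfrsf26*, *Plekha1* and *Htra1* on chromosome 7 and *Rab4a*, which were changed in *Sharpin* cpdm cells, and *Marchf6* (log2 fold change −0.86 in MHC I low and −0.81 in MHC I high cells), which was changed in *Hoil* ΔCd4 cells.
The paper takes the kept magnitude and direction of these changes in both mutants as support for a conclusion from its earlier data, that impaired NF-κB signalling does not by itself explain the block in differentiation. Since differentiation is blocked in *Hoil* ΔCd4 but not in *Sharpin* cpdm mice, it then turns to the genes changed in *Hoil* ΔCd4 cells and not in *Sharpin* cpdm cells.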

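*Il7r* (Entrez Gene 16197; chromosome 15, 9506159–9529941) was at 383.7 ± 14.4 CPM (SD, n = 3) in WT, 318.4 ± 5.72 in *Hoil* ΔCd4 and 461.6 ± 11.0 in *Sharpin* cpdm MHC I low cells. Its MHC I high level was 286.2 ± 7.31, 250.3 ± 15.1 and 336.7 ± 11.6 CPM. It was thus lower in *Hoil* ΔCd4 (log2 fold change −0.27, standard error 0.056, adjusted p = 0.00807 in MHC I low, and −0.18, standard error 0.0502, adjusted p = 0.0235 in MHC I high cells) and higher in *Sharpin* cpdm cells (0.27, adjusted p = 0.000518, and 0.26, adjusted p = 0.000356). Between the mutants the difference was −0.54 (adjusted p = 1.47e-07) and −0.44 (adjusted p = 6.18e-07). Its decrease from MHC I low to MHC I high cells was −0.44 in WT and −0.35 in *Hoil* ΔCd4 cells, and the difference between these changes was not significant (0.09, adjusted p = 0.704). The *Hoil* ΔCd4 MHC I high call was lost under 5 of 21 alternatives, for example with *Xist* as a covariate (adjusted p = 0.0797, alternatives 0.00832–0.271). The *Hoil* ΔCd4 MHC I low call was lost without WT mouse 1 or WT mouse 3 (0.0739 and 0.0631, alternatives 4.41e-05–0.0739), and the *Sharpin* cpdm MHC I high call without WT mouse 3 (0.0619, alternatives 5.15e-05–0.0619).
*Cish* (Entrez Gene 12700; chromosome 9, 107296659–107302784) rose from 14.95 ± 0.209 to 30.23 ± 2.47 CPM between the fractions in WT, from 11.69 ± 1.19 to 45.53 ± 9.59 CPM in *Hoil* ΔCd4 and from 10.12 ± 1.25 to 20.47 ± 1.28 CPM in *Sharpin* cpdm cells. In *Hoil* ΔCd4 MHC I high cells it was higher than in WT (0.56, standard error 0.113, adjusted p = 0.00226), while in MHC I low cells it was not called (−0.36, adjusted p = 0.216). Cells of *Sharpin* cpdm mice had less in both fractions (−0.58, adjusted p = 0.00095, and −0.61, adjusted p = 0.000219). Between the mutants, *Cish* was higher in *Hoil* ΔCd4 MHC I high cells (1.17, adjusted p = 2.87e-08) and was not called in MHC I low cells (0.22, adjusted p = 0.308). Its rise was larger in *Hoil* ΔCd4 than in WT cells (0.92, standard error 0.15, adjusted p = 0.00422), a call lost under 4 of 21 alternatives, for example with edgeR's quasi-likelihood test (0.0689, alternatives 0.00148–0.0689).
*Cxcr4* (Entrez Gene 12767; chromosome 1, 128588199–128592299) fell from 71.13 ± 4.24 to 34.42 ± 1.75 CPM in WT and from 60.74 ± 3.29 to 47.96 ± 9.34 CPM in *Hoil* ΔCd4 cells. The log2 change was −1.02 in WT and −0.34 in *Hoil* ΔCd4 cells and differed between them (0.69, standard error 0.123, adjusted p = 0.00805), a call lost under 6 of 21 alternatives, for example with edgeR's quasi-likelihood test (0.111, alternatives 0.00189–0.147). *Cxcr4* was higher than WT in *Hoil* ΔCd4 MHC I high cells (0.46, standard error 0.0927, adjusted p = 0.00247) and lower in *Sharpin* cpdm MHC I low cells (−0.55, adjusted p = 0.00021). Between the mutants, *Cxcr4* was higher in *Hoil* ΔCd4 MHC I high (0.64, adjusted p = 6.02e-05) and MHC I low cells (0.33, adjusted p = 0.0489). The MHC I low call was lost in 7 of the 9 fits that left out a mouse. Without *Hoil* ΔCd4 mouse 3, neither *Cish* (0.37, adjusted p = 0.118, alternatives 0.00032–0.118) nor *Cxcr4* (0.28, adjusted p = 0.119, alternatives 0.000176–0.119) was called in *Hoil* ΔCd4 MHC I high cells.
*Il2rb* (Entrez Gene 16185; chromosome 15, 78479256–78511621) rose from 23.92 ± 1.35 to 134.2 ± 7.63 CPM in WT (log2 fold change 2.45, adjusted p = 8.96e-25) and from 24.99 ± 1.56 to 158.7 ± 6.12 CPM in *Hoil* ΔCd4 cells. It was higher in *Hoil* ΔCd4 than in WT MHC I high cells (0.28, standard error 0.0725, adjusted p = 0.0177), a call lost under 7 of 21 alternatives, for example without sample quality weights (adjusted p = 0.098, alternatives 0.00711–0.383). Neither the difference between the mutants in MHC I high cells (0.23, adjusted p = 0.053) nor that in the rise against WT (0.21, adjusted p = 0.425) was called, although 9 of 21 alternatives called the former (alternatives 0.0283–0.286). *Il2rb* lies within 10 Mb of *Sharpin*, where the share of genes called in *Sharpin* cpdm mice was larger than elsewhere in MHC I low and smaller in MHC I high cells, without a test of either.

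**Figure D3:**
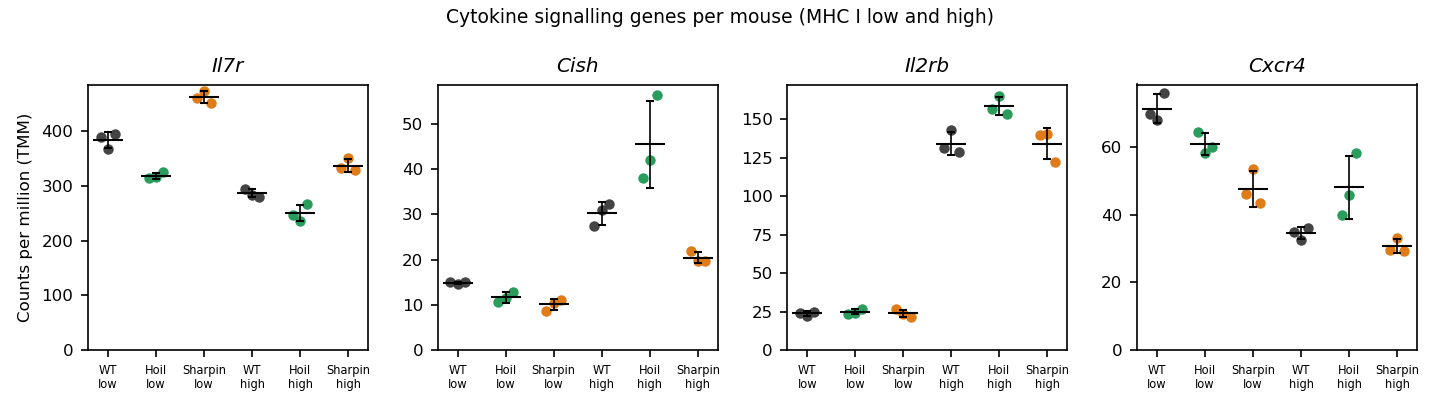
Levels of *Il7r*, *Cish*, *Il2rb* and *Cxcr4* in CPM (TMM-scaled), one point per mouse with the mean and SD of the 3 mice of each genotype and fraction. *Il7r* and *Cxcr4* fall and *Cish* and *Il2rb* rise from MHC I low to MHC I high cells, and the *Hoil* ΔCd4 MHC I high mean of *Cish* (45.53 CPM) and of *Cxcr4* (47.96 CPM) lies above that of WT cells.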

Consistent with these data, HOIL-deficient thymocytes appeared to have a specific defect in an IL-2-sensitive glycolytic transcriptional programme, with heightened expression of Bcl6 and reduced Myc and Slc2a3 (a regulator of glycolysis), an apparent parallel with a recent study in mature T-cell differentiation^41^. 

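*Bcl6* (Entrez Gene 12053; chromosome 16, 23965050–23988866) was at 158.3 ± 9.6 CPM (SD, n = 3) in *Hoil* ΔCd4 and 128.0 ± 3.08 CPM in WT MHC I low cells (log2 fold change 0.31, standard error 0.0731, adjusted p = 0.0301). The call was lost under 6 of 21 alternatives, for example without a filter on low counts (adjusted p = 0.0747, alternatives 0.00229–0.173). *Myc* (Entrez Gene 17869; chromosome 15, 61985341–61990361) was at 57.69 ± 1.7 against 78.33 ± 3.34 CPM (−0.43, standard error 0.0903, adjusted p = 0.0136), not called with *Xist* as a covariate or without *Hoil* ΔCd4 mouse 3 (0.0517 and 0.0587, alternatives 0.000571–0.0587). *Slc2a3* (Entrez Gene 20527; chromosome 6, 122727809–122802363) was at 97.64 ± 4.13 against 120.5 ± 4.39 CPM (−0.30, standard error 0.0674, adjusted p = 0.0185), lost in 4 fits that left out a mouse (*Hoil* ΔCd4 mouse 1, 0.0843, alternatives 0.00356–0.0843). Against *Sharpin* cpdm MHC I low cells the differences were 0.25 for *Bcl6* (adjusted p = 0.032, lost under 6 of 21 alternatives, 0.00521–0.124), −0.45 for *Myc* (adjusted p = 0.00255) and −0.54 for *Slc2a3* (adjusted p = 3.94e-06). In *Hoil* ΔCd4 MHC I high cells none of the 3 genes differed from WT (log2 fold changes −0.04, 0.03 and −0.10, adjusted p = 0.769, 0.89 and 0.356). The difference in change between fractions was −0.35 for *Bcl6* (adjusted p = 0.0735), 0.45 for *Myc* (adjusted p = 0.0562) and 0.20 for *Slc2a3* (adjusted p = 0.356), so these effects are not shown to differ between the fractions. The *Sharpin* cpdm cells differed, with *Slc2a3* higher than in WT MHC I low cells (0.24, adjusted p = 0.00893) and *Myc* higher than in WT MHC I high cells (0.33, adjusted p = 0.00506). The former call was lost without *Sharpin* cpdm mouse 1 (0.0761, alternatives 0.00558–0.0761) and the latter under 6 of 21 alternatives, for example without WT mouse 3 (0.27, alternatives 0.000285–0.27).
A list of 25 genes of glycolysis, all tested, had a median log2 fold change of 0.02 in *Hoil* ΔCd4 MHC I low cells (10 of 25 lower, roast adjusted p = 0.549) and of 0.06 in *Hoil* ΔCd4 MHC I high cells (7 lower, adjusted p = 0.304). For *Sharpin* cpdm mice the median was 0.19 in MHC I low (22 of 25 higher, adjusted p = 0.00206) and 0.03 in MHC I high cells (adjusted p = 0.57). Between the mutants the list was lower in *Hoil* ΔCd4 than in *Sharpin* cpdm MHC I low cells (median −0.19, roast p-value of 0.0068). In *Hoil* ΔCd4 MHC I low cells 1 member was called higher and 1 lower over all genes, and 3 and 2 adjusted over the list alone. Of the *Sharpin* cpdm MHC I low values, 8 were called higher over all genes and 14 adjusted over the list alone.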

The interferon signalling pathway was also selectively impaired in HOIL-deficient thymocytes, with reduced transcription of *Stat1*, *Irf1*, *Irf7* and *Irf9* in CD69^+^ MHC I^low^ cells (Fig. 6c). 

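*Irf1* (Entrez Gene 16362; chromosome 11, 53770014–53778374) was at 92.96 ± 11.5 CPM (SD, n = 3) in *Hoil* ΔCd4 and 122.6 ± 7.59 CPM in WT MHC I low cells (log2 fold change −0.42, standard error 0.0716, adjusted p = 0.000786). Its MHC I high level was 217.1 ± 23.2 against 269.0 ± 10.9 CPM (−0.35, standard error 0.0643, adjusted p = 0.000849), not called without WT mouse 3 (adjusted p = 0.0703, alternatives 3.25e-05–0.0703). *Irf7* (Entrez Gene 54123; chromosome 7, 141263183–141266499) and *Irf9* (Entrez Gene 16391; chromosome 14, 55603985–55610030) were not called in *Hoil* ΔCd4 MHC I low cells (−0.29 and −0.20, adjusted p = 0.263 and 0.13), nor under any of 21 alternatives. Later, in MHC I high cells, *Irf7* was at 153.0 ± 22.9 in *Hoil* ΔCd4 against 207.3 ± 14.1 CPM in WT (−0.44, standard error 0.0952, adjusted p = 0.00724) and *Irf9* at 198.1 ± 15.6 against 235.1 ± 6.8 CPM (−0.25, standard error 0.0565, adjusted p = 0.00669). The *Irf7* call was lost under 4 of 21 alternatives (adjusted p from 0.000411 to 0.154) and the *Irf9* call under 2 (from 0.00147 to 0.187), the largest of each without *Hoil* ΔCd4 mouse 2.
In *Sharpin* cpdm cells none of these genes differed from WT in either fraction, the smallest adjusted p being 0.0656 for *Irf7* in MHC I low cells (0.28), which 4 of 21 alternatives called (adjusted p = 0.0151 without *Sharpin* cpdm mouse 1, alternatives 0.0151–0.263). *Irf7* lies in a 10 Mb window of chromosome 7 in which strongly changed genes gather in *Sharpin* cpdm mice. Between *Hoil* ΔCd4 and *Sharpin* cpdm MHC I low cells, *Irf1* (−0.27, adjusted p = 0.0203, lost under 5 of 21 alternatives, 0.00317–0.183), *Irf7* (−0.57, adjusted p = 0.00213) and *Irf9* (−0.31, adjusted p = 0.002) were all lower in *Hoil* ΔCd4 cells.
A list of 93 genes of interferon signalling and response had a median log2 fold change of −0.22 in *Hoil* ΔCd4 MHC I low (82 of 93 lower, roast adjusted p = 0.0361) and of −0.22 in *Hoil* ΔCd4 MHC I high cells (86 lower, adjusted p = 0.033). The *Sharpin* cpdm medians were 0.09 (adjusted p = 0.395) and 0.00 (adjusted p = 0.741). Over all genes, 6 members were called lower and 0 higher in *Hoil* ΔCd4 MHC I low cells, and 17 lower and 2 higher in *Hoil* ΔCd4 MHC I high cells. Adjusted over the list alone, 34 were lower and 1 higher, and 39 lower and 2 higher. In *Sharpin* cpdm cells, 4 were called lower and 10 higher in MHC I low, and 7 lower and 0 higher in MHC I high cells over all genes. With *Xist* as a covariate, roast gave p-values of 0.0621 and 0.0566, and without *Hoil* ΔCd4 mouse 2 the MHC I high median was −0.10 (p-value of 0.183). Between the mutants the median was −0.33 in MHC I low (roast p-value of 0.0036) and −0.22 in MHC I high cells (0.0306). The list rose from MHC I low to MHC I high cells with a median of 1.21 in WT cells, and its change differed from WT neither in *Hoil* ΔCd4 (0.03, adjusted p = 0.919) nor in *Sharpin* cpdm cells (−0.12, adjusted p = 0.343).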

Previous studies demonstrating that type I interferon is a feature of late thymocyte differentiation^5^, and that *Irf1* is important for thymocyte differentiation^42^,^43^, suggest that these changes may also be critical for the impaired thymocyte development seen in the HOIL- and HOIP-deficient mice.

In summary, post-positive selection thymocytes from the LUBAC-deficient strains shared baseline defects in the transcription of NF-κB targets that may explain the observed Treg cell deficiency. Furthermore, the specific loss of transcripts in a number of essential signal transduction pathways from HOIL-1-deficient cells is likely to account for their block in late-stage thymic T-cell differentiation.

### LUBAC is essential for Treg cell homeostasis

The thymus of *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice all had equivalent reductions in ‘wave 2' cells, Treg cell precursors and mature Treg cells, yet only SHARPIN-deficient mice had substantial numbers of peripheral Treg cells (Figs 1 and 2). To determine whether the absence of Treg cells in *Hoip*^ΔCd4^ mice was merely secondary to the loss of conventional T cells in the periphery resulting in reduced levels of IL-2 (an essential cytokine for the maintenance of Treg cells) or whether this phenotype reflected an ongoing requirement for LUBAC activity for Treg cell homeostasis, we created male *Foxp3*^*Cre/y*^; *Rnf31*^fl/fl^ and female *Foxp3*^*Cre/Cre*^; *Rnf31*^fl/fl^ mice (both termed *Hoip*^ΔFoxp3^ hereafter). Mice of the control genotypes remained healthy and survived beyond 60 days of age, but all *Hoip*^ΔFoxp3^ mice developed a severe wasting disease and died around weaning (Fig. 7a–c). *Hoip*^ΔFoxp3^ mice exhibited severe immune pathology, including lymphadenopathy, lymphocytic perivascular infiltration and tissue destruction of the lung, liver and exocrine pancreas, hyper-IgE production and abnormally high numbers of activated CD4^+^ and CD8^+^ T cells (CD44^high^CD62L^low^KI-67^+^; Fig. 7d–h and Supplementary Fig. 5a–c). These features are all hallmarks of the *Foxp3*-deficient *scurfy* mouse phenotype^44^.

Although we observed normal proportions of thymic FOXP3^+^ Treg cells among CD4SP in *Hoip*^ΔFoxp3^ mice, there was a marked decrease in the numbers and proportions of CD4^+^ Treg cells in the spleen and lymph nodes (Fig. 7i and Supplementary Fig. 5d,e). To determine whether there was a cell intrinsic requirement for HOIP in peripheral Treg cells, we took advantage of the fact that the *Foxp3*^*YFP*−*Cre*^ knock-in allele is X-linked^45^ to create chimeras in heterozygous *Foxp3*^*Cre/+*^ females through X-inactivation. Although we could recover a substantial fraction of YFP^+^ Treg cells from the periphery of *Foxp3*^*Cre/+*^*Hoip*^*fl/+*^ control mice, very few YFP^+^ Treg cells were detected in *Foxp3*^*Cre/+*^*Hoip*^*fl/fl*^ females (Supplementary Fig. 5f,g). Treg cell loss in *Hoip*^ΔFoxp3^ mice could not be rescued by repeated anti-TNF treatment of neonatal mice commencing from day 5 (data not shown), suggesting that this defect was not caused by excessive TNF-induced cell death. These findings establish that ongoing LUBAC activity is required for the maintenance of mature Treg cells, with a greater reliance on HOIP activity than SHARPIN.

Nevertheless, a deeper examination of the peripheral Treg cell compartment of *Sharpin*^cpdm^ mice revealed substantial homeostatic perturbation, with markedly increased numbers of proliferating (Ki-67^+^) Treg cells, elevated expression of CTLA-4 (a key Treg cell effector molecule^46^), increased proportions of effector Treg cells (CD44^high^CD62L^low^) and reduced expression of the pro-survival protein, BCL-2 (Fig. 7j).

## Discussion

These data reveal an essential, cell intrinsic role for LUBAC in multiple aspects of T-cell differentiation. HOIP and HOIL-1 were required for the differentiation of conventional αβT cells, FOXP3^+^ Treg cells and NKT cells in the thymus (in *Hoip*^ΔCd4^ and *Hoil*^ΔCd4^ mice) and maintenance of Treg cells in the periphery (in *Hoip*^ΔFoxp3^ mice). These findings suggest that the T-cell deficiency observed in patients with loss-of-function mutations affecting HOIL and HOIP is a primary defect^22^,^23^. The thymic phenotypes caused by loss of HOIL or HOIP are reminiscent of those observed with T-cell-specific deletion of NEMO^47^ or TAK1 (refs 5, 48, 49) and align well with the interactions described between LUBAC and these components of NF-κB signalling^13^,^14^,^50^. However, constitutive activation of the NF-κB pathway only partially rescued these defects in HOIP-deficient thymocytes, suggesting additional roles for LUBAC in thymocyte differentiation.

By contrast, SHARPIN deficiency had a relatively mild impact on T-cell differentiation; SP maturation was normal but HELIOS upregulation in CD4SP was impaired, and numbers of Treg precursors and differentiated thymic FOXP3^+^CD25^+^ Treg cells markedly reduced. These distinct phenotypes are likely to reflect the relative roles of HOIP and SHARPIN in linear ubiquitination; loss of HOIP completely ablates linear ubiquitination following TNF stimulation, yet SHARPIN deficiency only partially impairs LUBAC activity (refs 17, 18, 19, our unpublished data). Thus, HOIL-1/HOIP complexes would sustain sufficient LUBAC function to support conventional thymocyte and NKT cell differentiation, yet optimal LUBAC activity (including SHARPIN) is necessary for the Treg cell sub-lineage, which is more heavily reliant on NF-κB signals^6^.

LUBAC is likely to coordinate signals from several stimuli essential for T-cell differentiation. Although a role for LUBAC in mediating B-cell receptor- and TCR-driven NF-κB signals via interactions with the CBM has been described^34^,^35^, the normal T-cell differentiation observed in CARD11-, BCL10- or MALT1-deficient mice (for example, see ref. 36) and our data showing that constitutive active IKK2 cannot restore peripheral T cells suggest that there are other LUBAC-dependent signals downstream of the TCR that are required for SP thymocyte maturation. Indeed, a role for SHARPIN has been implicated in JNK and ERK activation downstream of TCR signals^25^,^26^. Another possibility is that LUBAC is required to transduce signals from other cell surface receptors critical for SP maturation, such as members of the TNFR superfamily. This scenario may be particularly pertinent to the defects observed in HELIOS upregulation and thymic Treg differentiation. GITR, TNFR2 and OX40 play important, redundant roles in the intra-thymic differentiation of Treg cells that have received high affinity TCR signals^8^. Our data indicating that LUBAC has an important role in TNFR signalling in thymocytes support the notion that TNFR superfamily signals might also be important for the final stages of conventional T-cell differentiation in the thymus.

In this context, an important LUBAC function in several cell types is the inhibition of death receptor-mediated apoptosis or necroptosis. SHARPIN deficiency can predispose cells to caspase-8-dependent apoptosis or necroptosis, the latter via a pathway involving RIP3K and MLKL in cells receiving TNF signals^17^. Several lines of evidence suggest that induction of these cell death pathways does not account for the T-cell developmental defects we observed: (1) simultaneous genetic ablation of both of these cell death pathways did not rescue the impaired generation of thymic Treg cells in *Sharpin*^cpdm^ mice or the block in conventional thymocyte differentiation in *Hoip*^ΔCd4^ mice; (2) HOIL-1-, HOIP- and SHARPIN-deficient thymocytes were not predisposed to TNF-induced cell death; (3) pharmacologic inhibition of apoptosis or necroptosis did not alter thymocyte viability; and (4) TNF blockade *in vivo* did not rescue thymocyte differentiation in *Hoip*^ΔCd4^ mice or the loss of Treg cells in *Hoip*^ΔFoxp3^ mice. These data contrast recent findings that TNF deficiency could restore late thymocyte differentiation in IKK-deficient mice^51^ or TAK1-deficient mice^5^ and suggest roles for LUBAC beyond inhibiting TNF-induced cell death. In addition, the failure of combined BAX/BAK deletion to rescue SP thymocyte maturation in *Hoip*^ΔCd4^ mice provides evidence that LUBAC activity is not required to antagonize thymocyte deletion triggered by BH3-only proteins or to mediate cytokine-derived survival programmes (such as IL-7 or IL-2), stimuli that affect the mitochondrial pathway of apoptosis. Although we cannot exclude that alternative cell death pathways might be activated in LUBAC-deficient thymocytes, it is likely to be that LUBAC transduces other signals necessary for the transcriptional programmes guiding conventional T-cell and Treg cell differentiation in the thymus.

The partial rescue of thymocyte maturation observed in *Hoip*^ΔCd4^IKKca mice suggests that LUBAC-mediated NF-κB activation is important, but not sufficient to drive the final stages of thymocyte differentiation. Our transcriptional analysis comparing postpositive selection thymocytes from *Hoip*^ΔCd4^ and *Sharpin*^cpdm^ mice suggests a prominent role for pathways regulating cytokine responsiveness and metabolic fitness. Further studies will establish how LUBAC activity influences these pathways, but it is likely to be that this role also extends to peripheral Treg cell homeostasis. The deletion of HOIP following the thymic differentiation of FOXP3^+^ cells caused near-complete loss of peripheral Treg cells, establishing a cell intrinsic requirement for ongoing LUBAC activity in this lineage. The kinetics of the ensuing immunopathology was much swifter compared with that observed in mice lacking the pro-survival BCL-2 family member, MCL-1, specifically in Treg cells^52^, but was similar to that seen in *Foxp3*-deficient *scurfy* mutant mice^44^. This finding indicates an acute requirement for continued LUBAC-dependent signalling in Treg cells following their export to the periphery.

We conclude that LUBAC is essential for coordinating multiple signals required for the differentiation and homeostasis of conventional and non-conventional T-cell types required for adaptive immunity and tolerance.

## Methods

### Mice

The generation of *CD4*^*Cre*^, *Foxp3*^*Cre*^, *R26Stop*^*FL*^*ikk2ca*, *Bax*-floxed, *Bak*^−*/*−^ and *Rnf31*-floxed mice were previously described^18^,^37^,^45^,^53^,^54^,^55^. *Rbck1*^ΔCd4^, *Rnf31*^ΔCd4^, Rosa26-*ikk2ca*, *Rnf31*^ΔCd4^*Bax*^ΔCd4^*Bak*^−*/*−^, *Rnf31*^ΔCd4^*Casp8*^ΔCd4^*Mlkl*^−*/*−^, *Rnf31*^ΔFoxP3^, *Mlkl*^−/−^, *Mlkl*^−/−^*Casp8*^−/−^, *Sharpin*^cpdm^*Casp8*^−/−^*Mlkl*^−*/*−^, *Rip3*^−/−^*Casp8*^+/−^, *Sharpin*^cpdm^*Rip3*^−/−^*Casp8*^+/−^, *Tnf*^−*/*−^ and *Sharpin*^cpdm^*Tnf*^−*/*−^ mice were generated or backcrossed onto the C57BL/6 background from foundation strains. Rosa26-*ikk2ca* mice were obtained from Jackson Laboratories. *Sharpin*^cpdm^ mice on a C57BL/Ka background were obtained from Jackson Laboratories and were backcrossed onto the C57BL/6 background twice. All mice were housed at The Walter and Eliza Hall Institute of Medical Research (WEHI) under specific pathogen-free conditions. Experiments were performed in compliance with ethical regulations and were approved by the Animal Ethics Committee guidelines of the Melbourne Research Directorate.

### Generation of *Rbck1* floxed mice

The targeting construct was designed to introduce loxP sites on either side of a 1.5 kb genomic fragment containing *Rbck1* promoter and exons 1 and 2 (exon 2 contains the ATG start codon), as well as a FRT-flanked PGK-hygromycin resistance cassette for screening purposes (Supplementary Fig. 6). The targeting construct was electroporated into C57BL/6-derived Bruce-4 embryonic stem (ES) cells^56^. Homologous recombination events were identified by Southern blotting and blotting with a hygro-specific probe was used to confirm single-construct integration. A correctly targeted ES cell clone was injected into blastocysts, resulting in the gene-targeted mouse strain. The hygromycin-resistance cassette was deleted by crossing the resultant *Hoil*1-floxed heterozygous mice with C57BL/6-*flpe*-transgenic mice and the *flpe* transgene was subsequently eliminated by crossing offspring to C57BL/6 mice. All of the mice analysed were devoid of *hygro* and *flpe*. WT and floxed alleles were discriminated by a PCR with primers *Hoil*-Fwd 5′-ACCCTAGGCCTAGTCAGTGCAAA-3′ and Common-*Hoil*-Rev 5′-AGGCTGTGGTCCATTCTAGCCAT-3′ producing bands of 485 bp (WT) and 601 bp (floxed). The mutant allele after cre deletion was detected by PCR using Common-*Hoil*-Rev and *Hoil*-cre 5′-CCCTACAGCTAATTTTTGCAGATGTCAGG-3′ producing a 901 bp band. PCR conditions were: 95 °C 3 min, then 33 cycles 95 °C, 30 s, 55 °C, 20–30 s, 72 °C, 60 s.

### Bone marrow chimeras

To generate haematopoietic chimeras, C57/BL6.CD45.1/CD45.5.2 recipient mice were irradiated with two doses of 5.5 Gy given 3 h apart and then intravenously injected with 4 × 10^6^ T-cell-depleted bone marrow cells from CD45.2 experimental mice alone or mixed at a ratio of 1:1 with C57/BL6.CD45.1 WT bone marrow cells. Mice received 100 μg of anti-Thy1 mAb (clone T24) intraperitoneally 24 h after injection of bone marrow cells, to eliminate residual donor cells, then were allowed to reconstitute for 8–10 weeks before analysis.

### Flow cytometry

Single-cell suspensions of various lymphoid tissues were stained with fluorochrome or biotin conjugates, to detect the cell surface and intracellular proteins. Antibodies to cell surface proteins were purchased from BioLegend, except where indicated: CD4 (clone GK1.5), CD8 (clone 53-6.7), CD25 (clone PC61.5), TCRβ (clone H57-597), CD44 (clone IM7), CD62L (clone MEL-14), H2-K^b^ (clone AF6-88.5), CD69 (clone H1.2F3), CD24 (clone M1/69), CCR7 (clone 4B12), Helios (clone 22F6), TCRγδ (clone GL3), NK1.1 (clone PK136), B220 (WEHI, clone RA3-6B2), MHC II (WEHI, clone M15/114), Mac-1 (WEHI, clone M1/70), Gr-1 (WEHI, clone RB6-8C5), CD45.1 (WEHI, clone AL14A2), CD45.2 (clone 104), Ki-67 (BD Biosciences, clone BD56), CD152 (clone UC10-4B9), BCL2 (clone BCL/10C4) and FOXP3 (eBiosciences, clone FJK-16). Monomers of biotinylated mouse CD1d-PBS44 (a-GalCer analogue with a C24:1 acyl chain were tetramerized with streptavidin conjugated to phycoerythrin (BD Pharmingen). Staining for CCR7 was done for 60 min at 37 °C in pre-warmed FACS buffer (PBS containing 1% vol/vol heat-inactivated bovine serum and 5 mM EDTA). All other surface stains were incubated for 30 min at 4 °C. Intracellular staining for FOXP3, Ki67, BCL2 or Helios was performed after fixation and permeabilization using the reagents from the eBiosciences FOXP3 staining kit. Sample data were acquired on an LSRII or Fortessa flow cytometer (BD Biosciences) and analysed using FlowJo software (TreeStar).

### Western blotting

Unfractionated thymocytes were stimulated for various periods of time with plate-bound monoclonal 10 μg ml^−1^ anti-CD3 (WEHI Monoclonal Antibody Facility, clone 145-2C11)+10 μg ml^−1^ anti-CD28 (WEHI, clone 37N51) or 100 ng ml^−1^ Fc-TNF (WEHI). Cells were washed twice in PBS before lysate preparation. Cell lysates were prepared in DISC buffer (1% NP-40, 10% glycerol, 150 mM NaCl, 20 mM Tris pH 7.5, 2 mM EDTA, Roche complete protease inhibitor cocktail, 2 mM sodium orthovanadate, 10 mM sodium fluoride, β-glycerophosphate and N_2_O_2_PO_7_). Cell lysates were loaded in NuPAGE Bis-Tris gels (Life Technologies, Mulgrave, VIC, Australia) and transferred onto Immobilon-P poly(vinylidene difluoride) membranes (Millipore, Billerica, MA, USA) or Hybond-C Extra (GE Healthcare). Membranes were blocked and antibodies were diluted in 5% skimmed milk powder or BSA in 0.1% Tween-20/NaCl/P_i_ or NaCl/Tris. Antibodies against phospho-p65 (Cell Signalling Technologies, clone 93H1, 1:1,000), phospho-p38 (Cell Signalling Technologies, clone D3F9, 1:1,000), IκBα (Cell Signalling Technologies, cat number #9242, 1:1,000), β-actin (Sigma Aldrich, clone AC-15, 1:5,000) were used for western blotting. Signals were detected by chemiluminescence (Millipore) after incubation with secondary antibodies conjugated to horseradish peroxidase. Images have been cropped for presentation. Full-sized images are presented in Supplementary Fig. 7.

### *In vitro* cell death assay

Cells cultured in 96-well tissue culture plates were harvested 24 h after stimulation with Fc-TNF (WEHI)/SMAC-mimetic Compound A (GT12911, TetraLogic Pharmaceuticals) with or without QVD-OPh (MP Biomedicals)/necrostatin-1 (TetraLogic Pharmaceuticals) and cell death was measured by propidium iodide (PI) staining. Flow cytometry was performed on a LSRII or Fortessa flow cytometer (BD Biosciences) and data were analysed using FlowJo software (TreeStar).

### Measurement of serum IgE

Serum IgE (1:10 dilution) was measured by ELISA using 2 μg ml^−1^ rat anti-mouse Ig antibodies (Southern Biotech, clone 23G3) as a capture reagent and developed with 1:500 mouse Ig isotype-specific goat anti-mouse IgE (Fc specific) conjugated to horseradish peroxidase (Nordic MUBio)^57^. Capture reagent was applied overnight at 4 °C, sera was applied for 4 h at room temperature and ELISA plates were developed in the dark for 45 min at room temperature. IgE isotype monoclonal anti-dinitrophenyl antibody produced in mouse, IgE isotype (Sigma, MO, clone SPE-7) were used as standards.

### RNA sequencing

Thymocytes were prepared from three mice of each genotype (WT, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^), and CD69^+^ MHC I^low^ and CD69^+^ MHC I^high^ cells were FACS purified on a MoFlo cell sorter (Beckman Coulter), with a dump channel to gate out PI^+^, CD25^+^, CD44^+^, NK1.1^+^, B220^+^, MHC II^+^, Gr1^+^, Mac-1^+^ and δTCR^+^ cells. Sorted cells were preserved in RNAlater (ThermoFisher Scientific) and frozen at −80 **°**C, then RNA was isolated with RNeasyPlus Mini kit (Qiagen). Messenger RNA reverse transcription and complementary DNA libraries were prepared using the TruSeq RNA Sample preparation kit (Illumina) following the manufacturer's instructions. Indexed sample libraries were subjected to 75 base single-end sequencing using the 75 cycle high-output kit v2 chemistry for the NextSeq 500 sequencing instrument (Illumina).

### Bioinformatics analysis

Sequencing reads were mapped to the mouse genome (mm10) using the subread aligner^58^ implemented in the Rsubread software package. Gene-level read counts were obtained using featureCounts^59^ and its inbuild mm10 annotation, which includes Entrez gene ID, chromosome and gene length information, corresponding to the NCBI RefSeq annotations. Gene annotation was obtained from the NCBI Mus musculus gene info file (downloaded 25 September 2015). Statistical analysis used the edgeR^60^ and limma^61^ software packages. Genes were filtered as not expressed if they failed to show at least 0.5 count per million reads in at least 3 samples. As there are female and male mice in this experiment, genes from chromosome Y and the gene Xist were filtered out so as to correct for gender effect. Predicted genes and the genes without official gene symbols were also filtered out. TMM scale normalization^62^ was applied and read counts were transformed to log2 counts per million with a prior count of 1 using the edgeR cpm function. Linear models were used to test for expression differences between different genotypes. Empirical array quality weights were estimated to allow for differences in quality between the RNA samples^63^. Each mouse was treated as a random block, allowing for correlation between CD69^+^ MHC I^low^ and CD69^+^ MHC I^high^ cells from the same mouse^64^. Differential expression between genotypes were assessed using empirical Bayes moderated *t*-statistics, allowing for an abundance trend in the s.e. and for robust estimation of Bayesian hyperparameters^65^. The Benjamini and Hochberg method^66^ was used to adjust the *P*-values so as to control the false discovery rate.

A list of NF-κB target genes was obtained from http://www.bu.edu/nf-kb/gene-resources/target-genes. A number of steps were required to convert the various gene identifiers to mouse Entrez Gene IDs. Where possible, gene aliases were converted to current official human gene symbols using the Bioconductor annotation package, org.Hs.eg.db. Otherwise, human RefSeq accession numbers were converted to human symbols using org.Hs.eg.db and mouse RefSeq accession numbers were converted to mouse Entrez Gene IDs using org.Mm.eg.db. Finally, human symbols were mapped to mouse Entrez Gene IDs using the Jackson Laboratory mouse–human orthologue table downloaded December 2012 (ref. 67) and the NCBI mouse–human homologue table downloaded August 2013. NF-κB target genes that were differentially expressed at 5% false discovery rate between CD69^+^ MHC I^high^ versus CD69^+^ MHC I^low^ cells in WT mice were then used for gene-set testing between CD69^+^ MHC I^high^ versus CD69^+^ MHC I^low^ in Sharpin and between CD69^+^ MHC I^high^ versus CD69^+^ MHC I^low^ in HOIL-1. Gene-set testing was conducted using limma's roast function^68^, with 9,999 residual rotations and the same linear model settings as for the differential expression analysis. Barcode enrichment plots were produced using limma's barcode plot function.

### Statistical analysis

Statistical comparisons were made using one-way analysis of variance with a Tukey's *post-hoc* test for multiple comparisons with Prism v.6.0 (GraphPad). *P*-values <0.05 were considered to indicate a statistically significant difference.

### Data availability

Sequence data that support the findings of this study have been deposited in GEO with the primary accession code GSE74552. All additional data supporting the findings of this study are available within this article and its Supplementary Information files or from the corresponding author on a reasonable request.

## Additional information

**How to cite this article:** Teh, C. E. *et al*. Linear ubiquitin chain assembly complex coordinates late thymic T-cell differentiation and regulatory T-cell homeostasis. *Nat. Commun.* **7,** 13353 doi: 10.1038/ncomms13353 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures 1-7

## Figures and Tables

**Figure 1:**
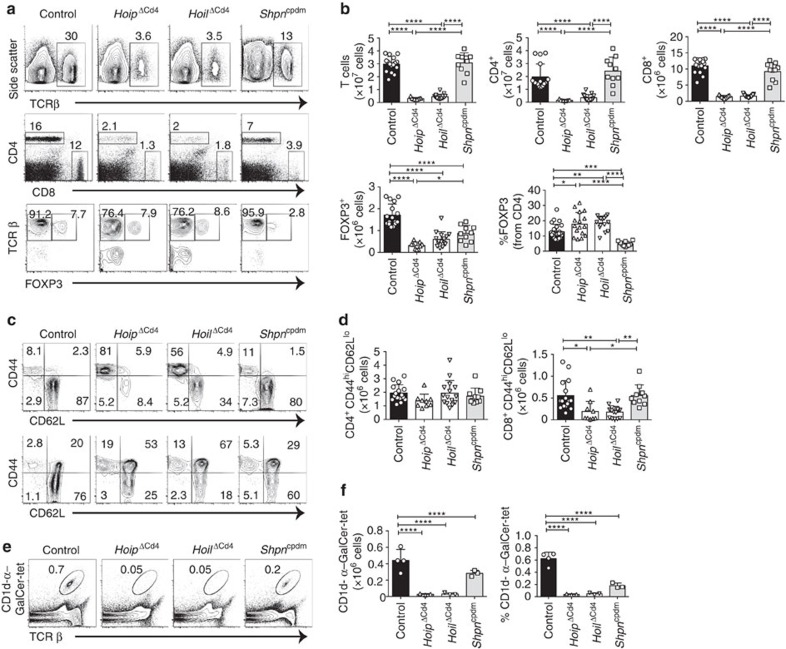
Absence of HOIP or HOIL-1 causes T-cell deficiency. (**a**) Flow cytometry of splenic cells from 7- to 15-week-old control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ assessed for expression of TCRβ (top panels), CD4 and CD8 (middle panels), and for FOXP3, after gating on CD4^+^ cells (bottom panels). (**b**) Quantification of CD4^+^CD8^+^TCRβ^+^ and CD4^+^FOXP3^+^ cells in the spleen. (**c**) Surface expression of CD44 and CD62L on CD4^+^FOXP3^−^ (top panels) and CD8^+^ T cells (bottom panels) in spleens of control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice. (**d**) Absolute numbers of CD44^high^CD62L^low^ activated cells in the CD4^+^FOXP3^−^ (left graph) and CD8^+^ (right graph) populations from the spleens of controls, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice. (**e**) Flow cytometry of splenic CD1d-αGalCer tetramer-positive NKT cells from 7- to 15-week-old control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice. (**f**) Total cell numbers and percentages of CD1d-α-galactosylceramide (α-GalCer) tetramer-positive NKT cells in the spleen. For **b**,**d** and **f**, each symbol represents an individual mouse; small horizontal lines indicate mean±s.d.; *P<0.05, **P<0.01, ***P<0.005 and ****P<0.001, respectively. One-way analysis of variance with a Tukey's *post-hoc* test for multiple comparisons was used for statistical analysis. *Shpn*^cpdm^ refers to *Sharpin*^cpdm^ mice. Data are pooled from six independent experiments with two to six mice per group (**a**–**d**) or representative of two independent experiments with three to six mice per group (**e**,**f**).

**Figure 2:**
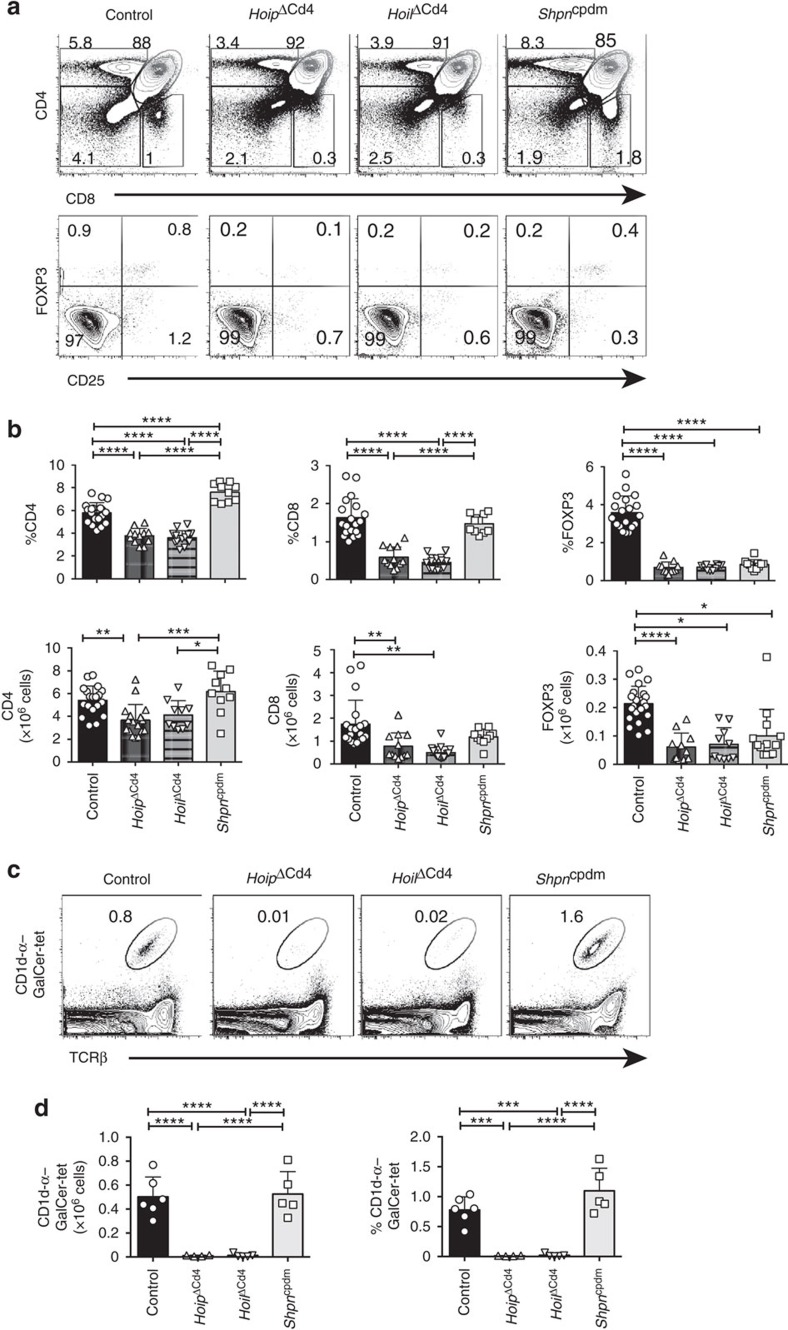
Thymic T-cell differentiation in LUBAC-deficient mice. (**a**) Surface staining of CD4 and CD8 (upper panels), and FOXP3 and CD25 (lower panels) on thymocytes from 7- to 15-week-old control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice. (**b**) Quantification of total cell numbers and percentages of CD4^+^ CD8^+^ and FOXP3^+^ thymocytes. (**c**) Flow cytometric analysis of thymic CD1d-αGalCer tetramer-positive NKT cells from 7- to 15-week-old control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice. (**d**) Total cell numbers and percentages of CD1d-αGalCer tetramer-positive NKT cells in the spleen. For **b** and **d**, each symbol represents an individual mouse; small horizontal lines indicate mean±s.d.; *P<0.05, **P<0.01, ***P<0.005 and ****P<0.001, respectively. One-way analysis of variance with a Tukey's *post-hoc* test for multiple comparisons was used for statistical analysis. *Shpn*^cpdm^ refers to *Sharpin*^cpdm^ mice. Data are pooled from six independent experiments with two to six mice per group (**a**,**b**) or representative of two independent experiments with four to six mice per group (**c**,**d**).

**Figure 3:**
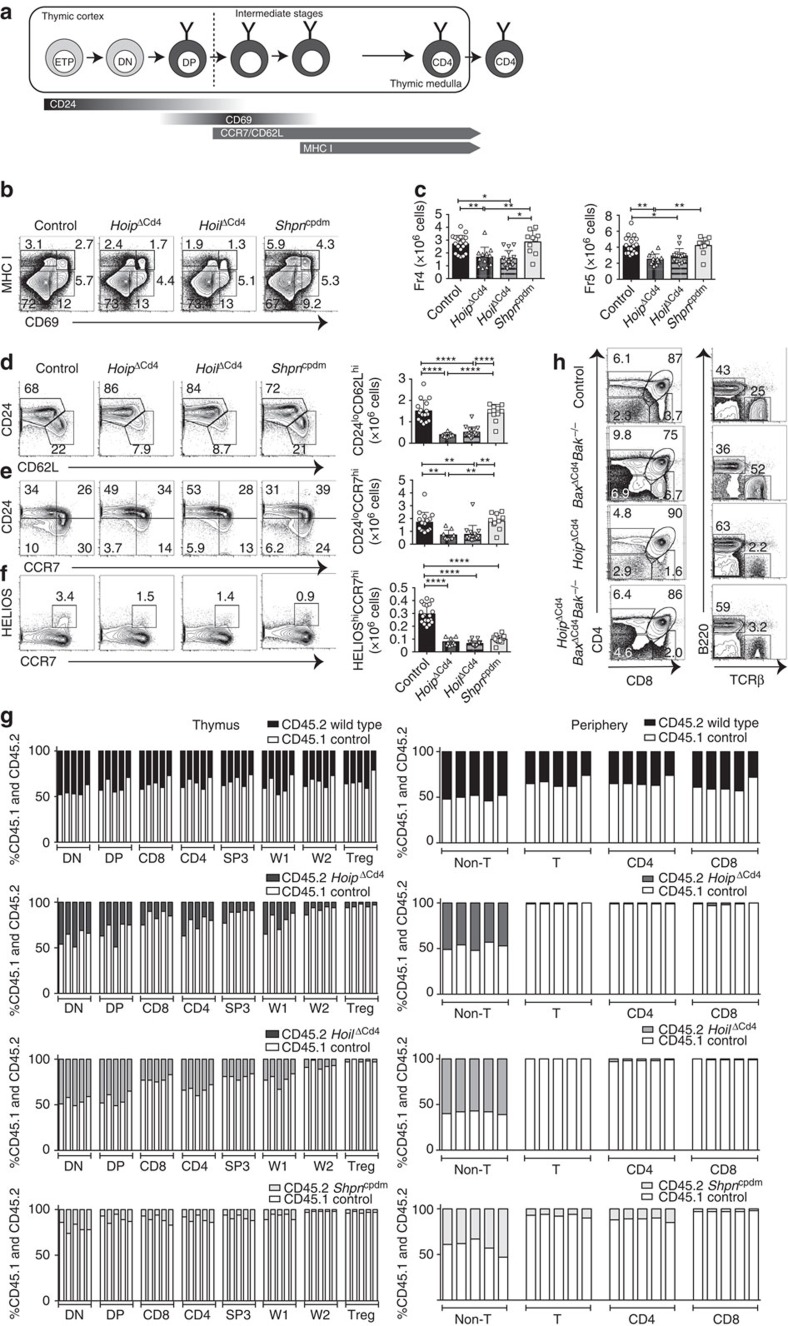
SP thymocyte differentiation and survival in LUBAC-deficient mice. (**a**) Schematic representation of CD4+ T-cell development in the thymus. Earliest thymic progenitor (ETP) cells undergo progressive differentiation from DN to DP to single-positive (CD4 or CD8) cell. The different stages of thymocyte development are also accompanied by changes in CD24, CD62L, CCR7, CD69 and MHC I (H2-K^b^) surface marker expression on the differentiating thymocyte. (**b**) Flow cytometric analysis of the surface expression of MHC I (H2-K^b^) versus CD69 on whole thymocytes from 7- to 15-week-old control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice. (**c**) Quantification of total cell numbers and percentages of Fraction 4 (MHC I^high^ CD69^high^) and Fraction 5 (MHC I^high^ CD69^low^) populations for control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice. Surface expression of CD24 versus CD62L (**d**), CD24 versus CCR7 (**e**), Helios versus CCR7 (**f**) gated on CD4SP from 7- to 15-week-old control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice. Right, cell numbers of the mature CD24^low^ CD62L^high^, CD24^low^ CCR7^high^ and HELIOS^high^ CCR7^high^ from CD4SP cells. (**g**) Contribution to different thymic T cell subsets in 50:50 mixed bone marrow chimeras 8 weeks after reconstitution. Columns show percentage of WT CD45.1^+^ (white bar) and CD45.2^+^ control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ (black bar) cells in individual chimeric mice. DN; CD4^−^CD8^−^, DP; CD4^+^CD8^+^ SP3; CD4^+^CD24^low^CCR7^high^, W1; CD4^+^CCR7^low^,HELIOS^+^, W2; CD4^+^CCR7^high^,HELIOS^+^, Treg; CD4^+^FOXP3^+^. Each bar represents an individual mouse. (**h**) Surface expression of CD4 and CD8 on whole thymocytes (upper panels) and B220 and TCRβ on splenocytes (lower panels) from control, *Bax*^ΔCd4^*Bak*^−/−^, *Hoip*^ΔCd4^ and *Hoip*^ΔCd4^*Bax*^ΔCd4^*Bak*^−/−^ mice. For **c**,**d**,**e** and **f**, each symbol represents an individual mouse; small horizontal lines indicate mean±s.d.; *P<0.05, **P<0.01, ***P<0.005 and ****P<0.001, respectively. One-way analysis of variance with a Tukey's *post-hoc* test for multiple comparisons was used for statistical analysis. *Shpn*^cpdm^ refers to *Sharpin*^cpdm^ mice. Data are pooled from six independent experiments with two to six mice per group (**b**–**f**) or representative of two independent experiments with four to six mice per group (**g**), or representative of two independent experiments with one to five mice per group (**h**).

**Figure 4:**
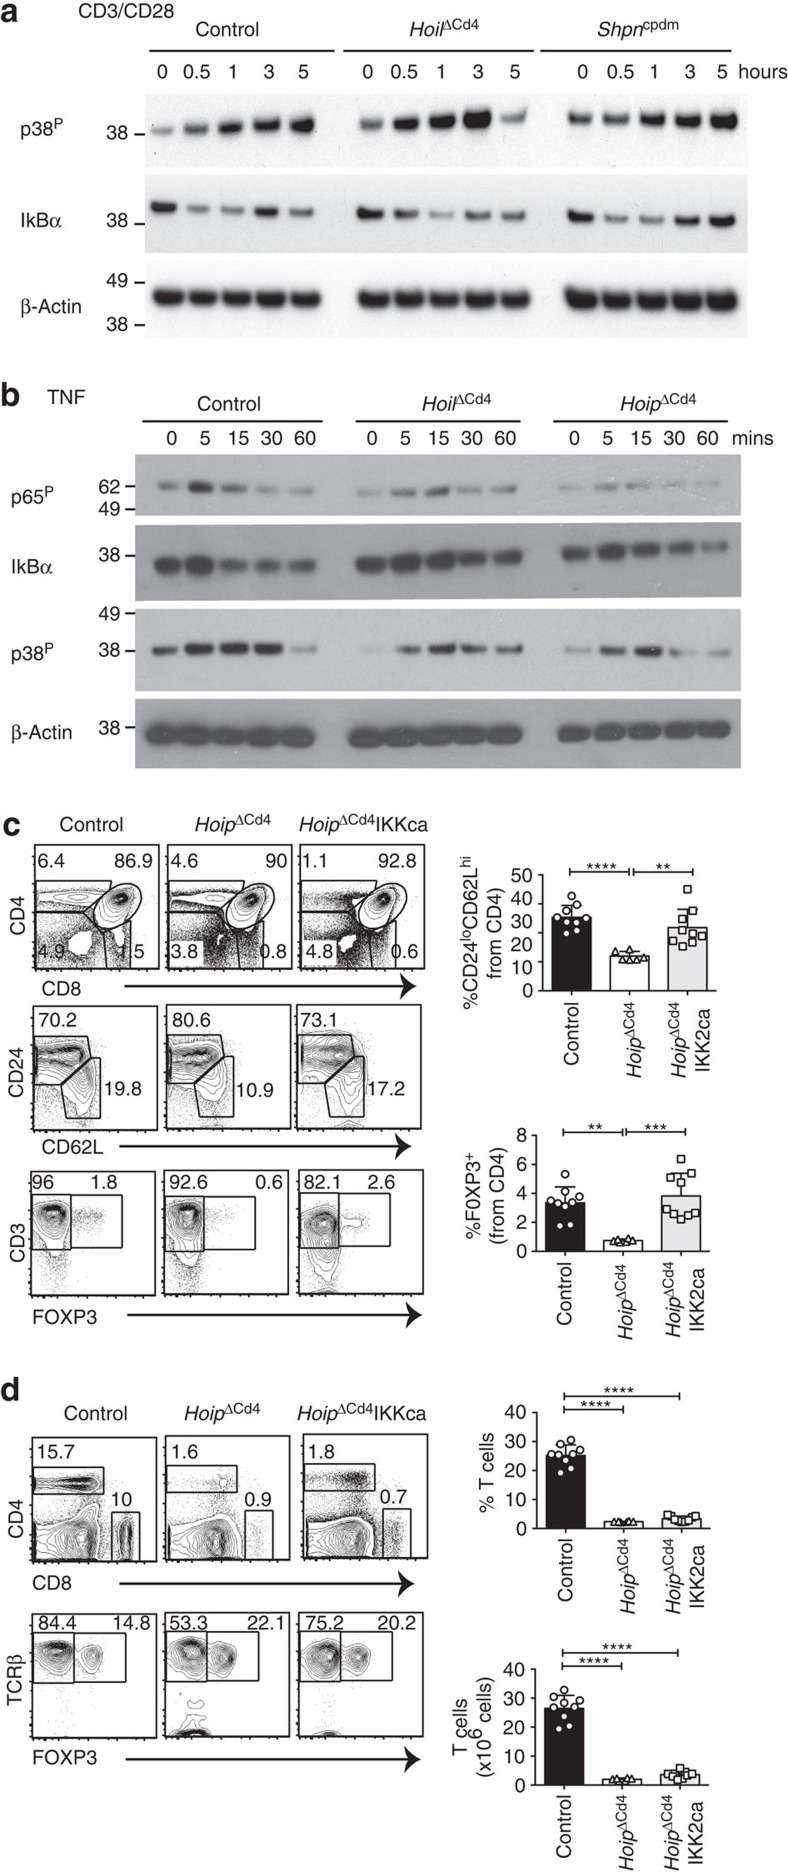
Perturbed TCR or TNFR signalling in LUBAC-deficient thymocytes. Immunoblot analysis of phosphorylated (activated) p38, phosphorylated (activated) p65 or total IκBα from thymocytes left unstimulated (0) or stimulated with anti-CD3/CD28 for 0.5, 1, 3 or 5 h (**a**) or with TNF for 5, 15, 30 or 60 min (**b**). (**c**) Surface staining of CD4 and CD8 (upper panels), CD24 and CD62L gated on CD4^+^ cells (middle panels), CD3 and FOXP3 gated on CD4^+^ cells (lower panels) and numerical quantification of thymocytes from 7- to 15-week-old control, *Hoip*^ΔCd4^ and *Hoip*^ΔCd4^IKKca mice. (**d**) Surface expression of CD4 and CD8 (upper panels), TCRβ and FOXP3 (lower panels) on splenocytes from control, *Hoip*^ΔCd4^ and *Hoip*^ΔCd4^IKKca mice. For **a** and **b**, data are representative of two independent experiments with one mouse per group. For **c** and **d**, each symbol represents an individual mouse; small horizontal lines indicate mean±s.d.; *P<0.05, **P<0.01, ***P<0.005 and ****P<0.001, respectively. One-way analysis of variance with a Tukey's *post-hoc* test for multiple comparisons was used for statistical analysis. Data are pooled from three independent experiments with two to five mice per group (**c**,**d**).

**Figure 5:**
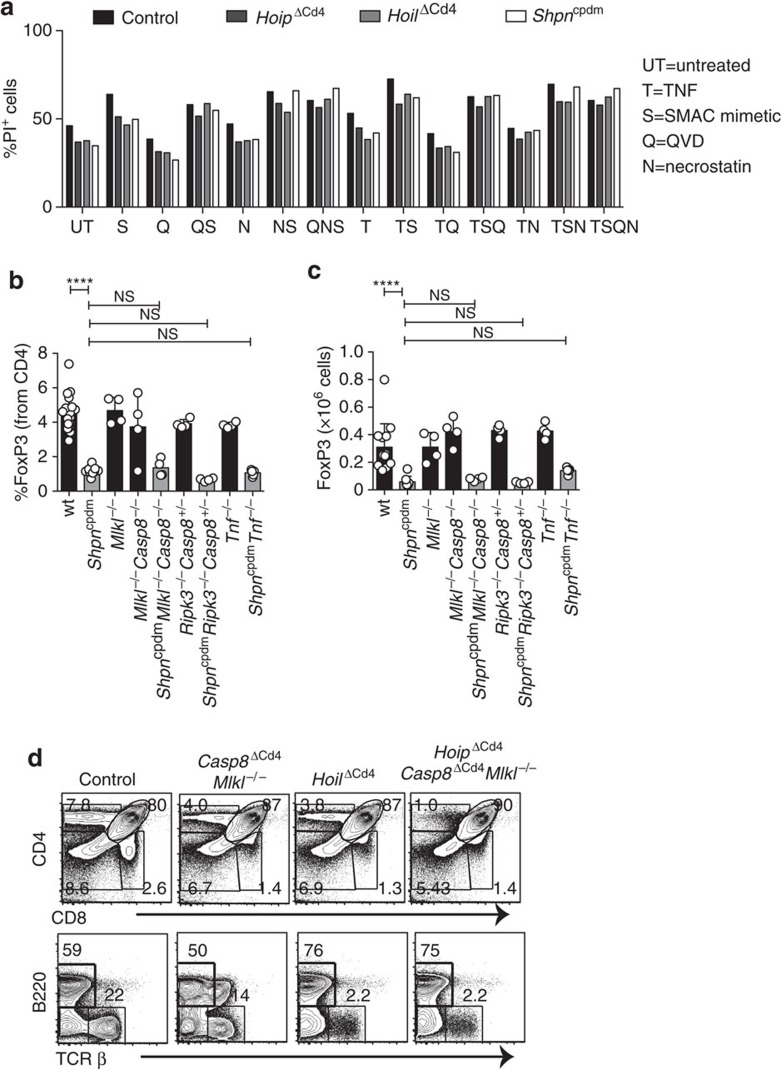
Inhibition of cell death in LUBAC-deficient thymocytes. (**a**) Cell death determined by PI uptake in thymocytes from control, *Hoip*^ΔCd4^, *Hoil*^ΔCd4^ and *Sharpin*^cpdm^ mice cultured for 24 h with combinations of agonists (T: 100 ng ml^−1^ TNF; S: 500 nM SMAC mimetic; Q:10 μM QVD-OPh;N: 10 μM necrostatin). Percentages (**b**) and absolute numbers (**c**) of CD4^+^FOXP3^+^ cells in the thymus of WT (*n*=18), *Sharpin*^cpdm^ (*n*=11), *Mlkl*^−/−^ (*n*=4), *Mlkl*^−/−^*Casp8*^−/−^ (*n*=4), *Sharpin*^cpdm^*Casp8*^−/−^*Mlkl*^−/−^ (*n*=4), *Rip3k*^−/−^*Casp8*^+/−^ (*n*=4), *Sharpin*^cpdm^*Rip3k*^−/−^*Casp8*^+/−^ (*n*=4), *Tnf*^−/−^ (*n*=4) and *Sharpin*^cpdm^*Tnf*^−/−^ (*n*=5) mice. *Shpn*^cpdm^ refers to *Sharpin*^cpdm^ mice. (**d**) Surface expression of CD4 and CD8 on whole thymocytes from control, *Casp8*^ΔCd4^*Mlkl*^−/−^, *Hoil*^ΔCd4^ and *Hoip*^ΔCd4^*Casp8*^Δcd4^*Mlkl*^−/−^mice. Data are representative of two independent experiments with one mouse per genotype (**a**,**d**). For **b** and **c**, each symbol represents an individual mouse, with 4–14 mice per group; small horizontal lines indicate mean±s.d.; *P<0.05, **P<0.01, ***P<0.005 and ****P<0.001, respectively. One-way analsyis of variance with a Tukey's *post-hoc* test for multiple comparisons was used for statistical analysis.

**Figure 6:**
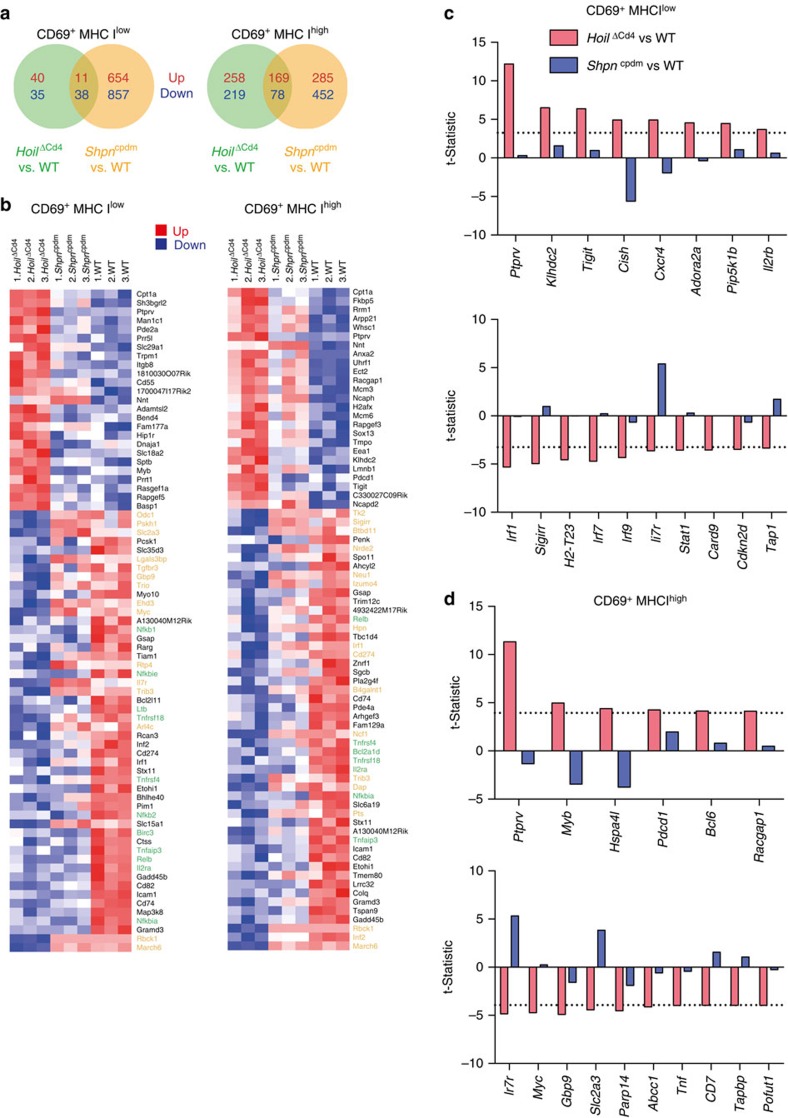
Transcriptional impact of LUBAC deficiency on T-cell differentiation. (**a**) Venn diagrams of the numbers of genes upregulated (red) or downregulated (blue) in comparisons of CD69^+^ MHC I^low^ or CD69^+^ MHC I^high^ thymocytes from *Hoil*^ΔCd4^ versus WT (green) and *Sharpin*^cpdm^ versus WT (orange) at a 5% false discovery rate (FDR) cutoff. (**b**) Heatmaps of individual log-expression values. Left plot shows the 25 most upregulated genes and 50 most downregulated genes for *Hoil*^ΔCd4^ versus WT in CD69^+^ MHC I^low^ thymocytes. Right plot show the same for CD69^+^ MHC I^high^. Genes are ordered by *P*-value. Red indicates relatively higher expression and blue indicates relatively lower expression. Genes highlighted in green are involved in NF-κB signalling, those in yellow are involved in thymocyte/Treg cell differentiation. *Shpn*^cpdm^ refers to *Sharpin*^cpdm^ mice. (**c**,**d**) Genes that are differentially expressed in *Hoil*^ΔCd4^ versus WT but show no change or opposite change in *Sharpin*^cpdm^. Results for CD69^+^ MHC I^low^ thymocytes are shown in **c** and CD69^+^ MHC I^high^ thymocytes in **d**. The plot shows the limma *t*-statistics for each gene for assessing differential expression; the dotted line indicates the 5% FDR cutoffs of *t*=3.25 for **c** and *t*=3.94 for **d**.

**Figure 7:**
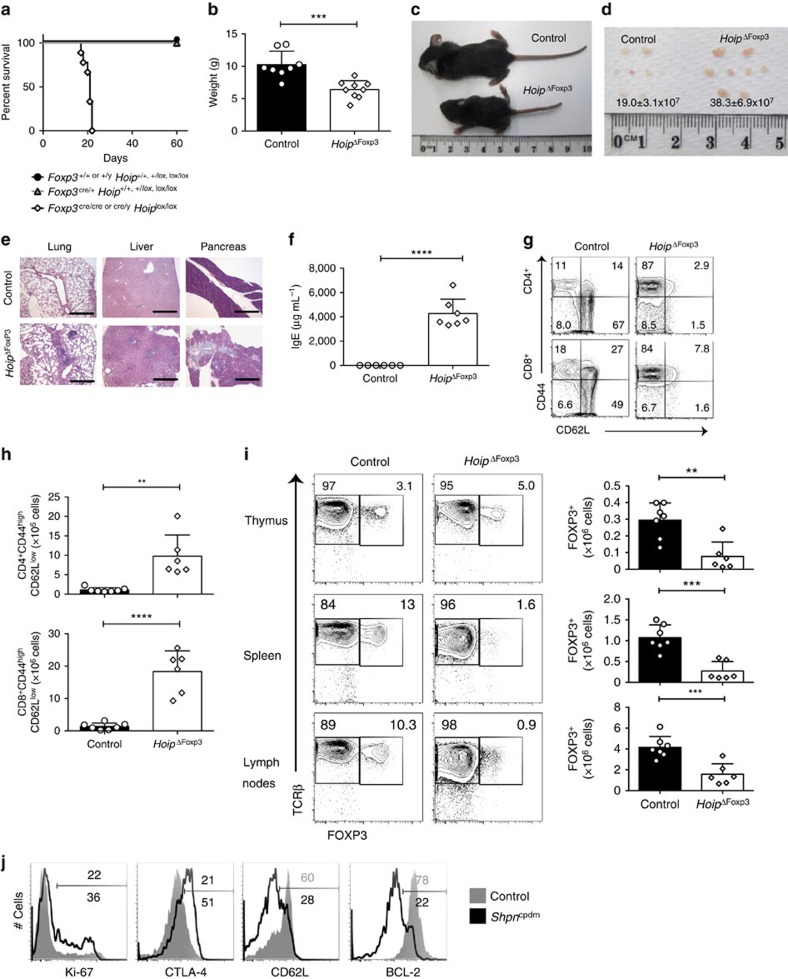
LUBAC is required for peripheral Treg cell homeostasis and tolerance. (**a**) Kaplan–Meyer survival curve measured from birth to 60 days for mice of the indicated genotypes (*P*<0.0001 using the log-ranked Mantel–Cox test). (**b**) Weights of 18–22-day-old male and female *Hoip*^ΔFoxp3^ mice and healthy littermate controls. (**c**) Runted appearance and (**d**) lymphadenopathy observed in *Hoip*^ΔFoxp3^ mice, with mean cell number indicated. (**e**) Representative hematoxylin and eosin (haematoxylin and eosin) stained sections of lung, liver and pancreas of 21-day-old mice of the indicated genotypes (scale bars, 500 μm). (**f**) Plasma IgE concentrations in 18–22-day-old *Hoip*^ΔFoxp3^ mice and healthy littermate controls. (**g**) Expression of CD44 and CD62L on CD4^+^FOXP3^−^ (top panel) and CD8^+^ T cells (bottom panel) in spleens of WT and *Hoip*^ΔFoxp3^ mice. (**h**) Absolute numbers of CD44^high^CD62L^low^ activated cells in the CD4^+^FOXP3^−^ and CD8^+^ population of WT and *Hoip*^ΔFoxp3^ mice. (**i**) Representative flow cytometry plots and absolute numbers of FOXP3^+^TCRβ^+^ cells in the thymus (top panel), spleen (middle panel) and lymph nodes (bottom panel) of WT and *Hoip*^ΔFoxp3^ mice. (**j**) Expression of Ki-67, CTLA-4, CD62L and BCL-2 in CD4^+^FOXP3^+^ cells in the spleen from WT (grey shaded histogram) and *Sharpin*^cpdm^ (black thick histogram) mice. *Shpn*^cpdm^ refers to *Sharpin*^cpdm^ mice. (*n*=6–9 per /genotype, bar graphs show mean±s.d.). *P<0.05, **P<0.01, ***P<0.005 and ****P<0.001, respectively. One-way analysis of variance with a Tukey's *post-hoc* test for multiple comparisons was used for statistical analysis. Data are pooled from (**a**,**b**,**f**,**g**,**h**) or representative (**c**–**e**) of three independent experiments with one to three mice per group.

How the deposited data were processed for this re-analysis (not part of the article)

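Gene expression was measured by RNA sequencing in CD69+ MHC I low and CD69+ MHC I high thymocytes of 3 WT, 3 *Hoil* ΔCd4 and 3 *Sharpin* cpdm mice, 18 samples in all. The authors sorted the cells after excluding dead cells, cells with CD25 or CD44 on their surface and cells carrying markers of other lineages, sequenced single-end reads, mapped them to mm10 with the subread aligner (Rsubread) and counted them per gene with featureCounts and its inbuilt annotation, which is based on NCBI RefSeq. The deposited counts are whole numbers without normalization, and the replicates were not pooled. The paper's text does not name the versions of these tools, nor the settings for strand and for reads that match several places. Counts of gene families with near-identical members, of overlapping genes and of antisense genes are therefore uncertain. Of the 27179 genes in the count table, 25275 were matched by their Entrez Gene ID to the RefSeq annotation of GRCm38.p6, which gave symbols and coordinates, and 1904 with 0.655% of the counts were not.
The methods of the paper were followed. Genes with at least 0.5 CPM in at least 3 samples were kept, and chromosome Y genes, *Xist*, predicted genes and genes without an official symbol were removed. TMM factors lay between 0.9873 and 1.015. The values tested were log2 CPM with a prior count of 1, computed here from the deposited counts. One limma model of the 6 groups (3 genotypes, 2 fractions) was fitted to all samples with sample quality weights, from 0.6282 for *Hoil* ΔCd4 mouse 2 MHC I low to 2.423 for WT mouse 3 MHC I high, and with the mouse as a random block. The empirical Bayes step used an abundance trend and was robust. Adjusted p-values are those of Benjamini and Hochberg over the 12798 genes tested, and genes under 0.05 are the ones called. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and statmod 1.5.0 were used. Levels are given in TMM-scaled CPM as mean ± SD of the 3 mice of a group. The most abundant 10 genes took between 3.81% and 5.54% of the counts of a sample. Where every sample of a group had at most 3 counts of a gene, fold changes are given as lower limits against 3 counts.
Compared were each mutant with WT within each fraction, both mutants with each other, MHC I high with MHC I low within each genotype, and the change between fractions in each mutant with that in WT. Lists of NF-κB target, interferon, glycolysis and cell cycle genes were tested with limma's roast (two-sided), which draws 9999 random rotations of the residuals, and fry gave the same calls for the lists against WT. Adjusted roast p-values are over the 16 tests of the lists against WT, or over the 8 tests of the difference in change between fractions. These lists, the marker lists of B cells, myeloid and dendritic cells, thymic epithelial cells, double-positive (DP) thymocytes and mature single-positive (SP) thymocytes, the tests and the alternatives were written before the data were examined, apart from those said to have been chosen later. The web list of NF-κB target genes that the paper cites was not used here. Genes were named by a rule. Named were the genes that the paper names for this experiment, those of the LUBAC components, the genes of Fig. 6c,d and those highlighted in Fig. 6b, genes that check the sort and the sex of the mice, and in each comparison the 3 genes with the smallest p-value in each direction among those called and changed in the same direction in every mouse. Some of these genes are not reported here.
The fractions of one mouse come from one animal, and their deviations from the group means correlated across genes in all 9 mice (Pearson r from 0.0702 in WT mouse 1 to 0.256 in *Sharpin* cpdm mouse 1), which the random block takes into account. The alternatives were edgeR's quasi-likelihood test, DESeq2, scaling by library size only, no filter on low counts, at least 10 counts in every sample, predicted genes kept, no sample quality weights, no block, a fixed replicate block, only the groups compared in the fit, a prior count of 3, *Xist* as a covariate, and each of the 9 mice left out in turn. The fixed replicate block was the mouse number in comparisons between genotypes and each mouse in those of the change between fractions. edgeR and DESeq2 were fitted to the 6 groups without the mouse and without sample quality weights.
The tests were tried on simulated counts with 200 changed genes among 12798. limma called 81% and 80% of the changed genes in the simulated comparisons, and 4.71% and 5.33% of its calls were unchanged genes. edgeR called 82% (4.65% of calls unchanged) and DESeq2 81% (6.36%). A simulated list of 100 genes shifted by 0.3 gave a median of 0.298 (roast p-value of 1e-04, the smallest possible), and an unchanged list gave a median of −0.00779 (roast p-value of 0.605). The resemblance that shared WT samples alone produce was simulated 20 times. All simulated counts were drawn independently for each sample and gene, without effects of the mouse or differences in sample quality. The rates of false calls therefore need not hold for the real samples. There, another split of *Sharpin* cpdm and WT mice gave 1109 calls in MHC I high cells, against the real 1103.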

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

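The tests of depth were chosen before their result was seen, and all other tests here after it. Groups of 3 mice were not tested for outlying samples.
The difference between *Hoil* ΔCd4 and WT cells changed between the fractions for 51 genes, and that between *Sharpin* cpdm and WT cells for 400. The median total count was lowest in *Sharpin* cpdm MHC I low and *Hoil* ΔCd4 MHC I high cells, so depth was tested by thinning every sample to the smallest total of 10577966. The test then called 312 genes in *Sharpin* cpdm cells, which argues against depth as the whole cause there. In *Hoil* ΔCd4 cells it called 28. Thinning also removes counts from genes that truly differ, so depth and genotype cannot be told apart for the *Hoil* ΔCd4 genes. Of the 10 splits of WT and mutant mice into groups of 3, only the real split gave as many genes in each mutant, and no other split gave more than 0 genes in *Hoil* ΔCd4 and 7 in *Sharpin* cpdm cells (with 3 mice against 3, this share cannot fall under 0.1). The *Hoil* ΔCd4 count rested on single mice and on the test, with 7 genes without *Hoil* ΔCd4 mouse 2, 13 without WT mouse 1, 1 with edgeR's quasi-likelihood test and 20 with DESeq2. edgeR and DESeq2 were fitted without the mouse, so they ignore the pairing of the fractions. A change in the effect of the mutation as thymocytes mature stays open as the biological explanation.
The glycolysis list was higher than WT in *Sharpin* cpdm MHC I low cells and not in *Sharpin* cpdm MHC I high cells, and the change between fractions differed from that in WT (median log2 −0.18, 20 of 25 genes lower, roast adjusted p = 0.0248 over 8 tests). Depth was not tested for the list. In MHC I low cells, 1 of the 10 splits gave a median as large as the real one (0.19), against 6 of 10 in MHC I high cells (0.03). A real change with the stage of the cells is a candidate explanation, and an effect of other cells in the sorted fraction was not tested.
The cell cycle list, 103 genes of S phase and of G2 and M phase, rose more from MHC I low to MHC I high cells in the mutants than in WT. The difference in change was 0.35 in *Hoil* ΔCd4 (99 of 103 genes higher, roast adjusted p = 0.0244) and 0.44 in *Sharpin* cpdm cells (94 higher, adjusted p = 0.0088). The list was higher than in WT MHC I high cells by 0.52 in *Hoil* ΔCd4 (102 of 103 genes, adjusted p = 0.00064) and by 0.41 in *Sharpin* cpdm cells (101 of 103, adjusted p = 0.00107). Over all genes, 68 members were called higher in *Hoil* ΔCd4 and 58 in *Sharpin* cpdm MHC I high cells (86 and 80 adjusted over the list alone), and in MHC I low cells the medians were 0.13 (adjusted p = 0.304) and −0.05 (adjusted p = 0.549). Averaged over the list, each of the 6 mutant mice lay above each of the 3 WT mice in MHC I high cells, *Sharpin* cpdm mouse 1 least (0.1943 against 0.05175 in WT mouse 1). Only the real one of 10 splits gave as large a median in MHC I high cells of each mutant, against 2 of 10 in *Hoil* ΔCd4 and 4 of 10 in *Sharpin* cpdm MHC I low cells. In MHC I high cells, the highest median of another split was 0.3947 against the real 0.5191 in *Hoil* ΔCd4 mice. In *Sharpin* cpdm mice it was 0.399 against 0.4106, almost as large. More MHC I low cells in the MHC I high fraction of the mutants would lower the list, since it rose by 1.21 between the fractions in WT, so the tables argue against them as the cause. DP thymocytes, which cycle before selection, are a candidate explanation. The list of 18 DP thymocyte markers, 17 of which are at 1 CPM or more in WT MHC I high cells, was higher by 0.50 in *Hoil* ΔCd4 (roast p-value of 1e-04, the smallest possible) and by 0.32 in *Sharpin* cpdm MHC I high cells (0.0027). Its most abundant gene, *Cd8a*, was at 778 CPM in WT, 765 in *Hoil* ΔCd4 and 948 in *Sharpin* cpdm MHC I high cells, and *Cd4* at 717, 825 and 730. These markers do not part cycling DP cells from DP-like transcripts kept in selected cells. By them alone, more DP cells and more division of the selected cells cannot be told apart. The paper reports, from CD4 and CD8 staining, a similar make-up of these fractions in all genotypes, which speaks against many more DP cells. It also places thymocytes before selection at CD69- MHC I low, outside this gate. The list of 17 mature SP markers was lower in *Hoil* ΔCd4 MHC I high cells (median −0.18, 15 of 17 lower, roast p-value of 2e-04). In *Sharpin* cpdm MHC I high cells its median was −0.06 (10 of 17 lower, roast p-value of 0.329). Its most abundant gene, *Gimap4*, was at 904 CPM in WT, 864 in *Hoil* ΔCd4 and 863 in *Sharpin* cpdm MHC I high cells, and 4 of its genes are in another list.
The MHC I high sample of *Hoil* ΔCd4 mouse 2 held 64.6 CPM of *Xist*, although the mouse has chromosome Y transcripts and its MHC I low sample has almost none. This is 1.73% of the level in WT MHC I high samples. The same sample had *Rbck1* at 3.36% of WT, 1.81% of WT above the mean of the other *Hoil* ΔCd4 MHC I high samples, so the shares have a ratio of 1.05. RNA of a female mouse with intact *Rbck1* carried into this sample may therefore account for both. At what step it entered was not tested, and no biological explanation was tested.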

How the results depend on the processing

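The alternatives with the sets of mice as a covariate, WT mice 1 and 3 and *Hoil* ΔCd4 mouse 1 against WT mouse 2 and *Hoil* ΔCd4 mice 2 and 3, were chosen after the data were seen. All others were set in advance. Unless a cause is given, the cause of a change was not tested.
The called genes between fractions within each genotype stayed within 1.5 times the reported counts under all alternatives. The lists were not tested with edgeR, DESeq2, no filter, predicted genes kept or the replicate block. Under the other alternatives, the NF-κB list kept its direction and its call in each comparison, as did the cell cycle list in MHC I high cells, the glycolysis list in *Sharpin* cpdm MHC I low cells and the slopes of the NF-κB target genes. A prior count of 3 changed neither the call nor the direction of any of 169 gene results and 18 list results, and fry in place of roast changed no list result.
With *Xist* as a covariate, 214 genes were called in *Hoil* ΔCd4 MHC I low cells and 86 were shared by both mutants in MHC I low cells. The interferon list lost its call in *Hoil* ΔCd4 MHC I low (median −0.20, roast p-value of 0.0621) and MHC I high cells (−0.18, 0.0566). *Rbck1* in *Sharpin* cpdm MHC I low cells changed to −0.10 and *Bcl6* in *Sharpin* cpdm MHC I high cells to 0.0039 on the log2 scale, neither called. Of the other gene results 3 became weaker and 1 stronger.
DESeq2 called 198 and 484 genes in *Hoil* ΔCd4 MHC I low and MHC I high cells, 601 in *Sharpin* cpdm MHC I high cells and 188 shared in MHC I high cells. It called 20 genes for a difference in change between fractions in *Hoil* ΔCd4 and 134 in *Sharpin* cpdm cells. *Myc* in *Hoil* ΔCd4 MHC I high cells went to −0.036, and in *Sharpin* cpdm MHC I high cells *Il2rb* to −0.0020 and *Irf7* to −0.028. Of the other gene results 4 became weaker and 1 stronger.
edgeR's quasi-likelihood test called 404 genes in *Hoil* ΔCd4 MHC I high, 521 in *Sharpin* cpdm MHC I high cells, 518 between the mutants in MHC I high cells and 167 shared in MHC I high cells. It called 1 gene for a difference in change in *Hoil* ΔCd4 and 30 in *Sharpin* cpdm cells. *Myc* in *Hoil* ΔCd4 MHC I high cells went to −0.038, and in *Sharpin* cpdm MHC I high cells *Irf1* to 0.0011 and *Irf7* to −0.025. Of the other gene results 7 became weaker and 1 stronger.
Without sample quality weights, 314 genes were called in *Hoil* ΔCd4 MHC I high, 431 in *Sharpin* cpdm MHC I high cells, 516 between the mutants in MHC I high cells and 107 shared in MHC I high cells. The difference in change was called for 29 genes in *Hoil* ΔCd4 and 253 in *Sharpin* cpdm cells. *Myc* in *Hoil* ΔCd4 MHC I high cells went to −0.037 and *Il2rb* in *Sharpin* cpdm MHC I low cells to −0.0058. In *Sharpin* cpdm MHC I high cells *Il2rb* went to −0.0013, *Irf1* to 0.00080, *Irf7* to −0.028 and the interferon list to −0.034. Of the other gene results 6 became weaker.
Without a filter on low counts, 453 genes were called in *Hoil* ΔCd4 MHC I high, 694 in *Sharpin* cpdm MHC I high cells and 169 shared in MHC I high cells, and the difference in change was called for 1 gene in *Hoil* ΔCd4 and 146 in *Sharpin* cpdm cells. Of the gene results 9 became weaker. With at least 10 counts in every sample, *Il2rb* in *Sharpin* cpdm MHC I low cells went to −0.0059 and the interferon list in *Sharpin* cpdm MHC I high cells to −0.0078, and 2 gene results became stronger. Of the shared genes in MHC I low cells 15.9% were higher in that fit, against 26%. With predicted genes kept, the difference in change was called for 30 genes in *Hoil* ΔCd4 cells. With scaling by library size only, *Il2rb* in *Sharpin* cpdm MHC I low cells went to −0.0015, and 1 gene result became weaker and 1 stronger.
The mouse numbers do not pair mice of different genotypes. The correlation of same-numbered mice was 0.156, 0.161 and 0.000747 between WT and *Hoil* ΔCd4, 0.00668, 0.0507 and 0.0145 between WT and *Sharpin* cpdm, and 0.057, −0.0425 and −0.035 between the mutants. The replicate block had the mouse number as a fixed effect in comparisons between genotypes. For changes between fractions and their differences it had each mouse as a fixed effect, which pairs the fractions of one mouse. The difference in change was then called for 77 genes in *Hoil* ΔCd4 and 634 in *Sharpin* cpdm cells. *Myc* in *Hoil* ΔCd4 MHC I high cells went to −0.017 with the replicate block, and 3 other gene results lost and 1 gained their call. With no replicate block, which takes the fractions of one mouse as independent, the difference in change was called for 6 genes in *Hoil* ΔCd4 and 124 in *Sharpin* cpdm cells, and 2 gene results became weaker.
With only the groups compared in the fit, which leaves fewer samples, the difference in change was called for 23 genes in *Hoil* ΔCd4 cells. The interferon list lost its call in *Hoil* ΔCd4 MHC I low (−0.22, p-value of 0.0547) and MHC I high cells (−0.22, 0.0749), *Il2rb* in *Sharpin* cpdm MHC I low cells went to −0.0088, and 2 gene results became weaker and 3 stronger. With the sets of mice as a covariate, 233 genes were called in *Hoil* ΔCd4 MHC I low cells and 24 for the difference in change, and the interferon list lost its call (−0.17 and −0.12, p-values of 0.0979 and 0.164). Also without sample quality weights, 388 genes were called in *Hoil* ΔCd4 MHC I high cells and 14 for the difference in change. The interferon list was at −0.20 and −0.16 (p-values of 0.0632 and 0.0892), and the glycolysis list in *Hoil* ΔCd4 MHC I low cells at −0.0024.
Of the genes called for the difference in change in *Hoil* ΔCd4 cells, 74.5% were higher, against 100% (1 gene) with edgeR or without a filter. For *Sharpin* cpdm mice it was 70.2%, against 86.7% with edgeR and 82.3% with no replicate block. No other scaling moved the median of all genes by more than 0.1.
Across the 9 fits that each left out one mouse, which have fewer samples, the called genes ranged from 62 without WT mouse 1 to 221 without *Hoil* ΔCd4 mouse 1 in *Hoil* ΔCd4 MHC I low cells, with 66 without *Hoil* ΔCd4 mouse 3. In *Hoil* ΔCd4 MHC I high cells they ranged from 134 without WT mouse 3 to 1229 without *Hoil* ΔCd4 mouse 1, with 190 without WT mouse 1, fewer than that without *Hoil* ΔCd4 mouse 2 and 297 without *Hoil* ΔCd4 mouse 3. For *Sharpin* cpdm mice the range was 828 (WT mouse 3) to 1557 in MHC I low cells, with 842 (WT mouse 1), 940 and 997 (*Sharpin* cpdm mice 2 and 3). There, MHC I high counts ranged from 239 (WT mouse 3) to 1150, with 472 (WT mouse 1), 510 and 567 (*Sharpin* cpdm mice 2 and 3). Between the mutants it was 701 (*Sharpin* cpdm mouse 2) to 1193 in MHC I low cells, with 724 and 778 (*Hoil* ΔCd4 mice 1 and 2) and 797 (*Sharpin* cpdm mouse 3). For MHC I high cells it was 325 (*Hoil* ΔCd4 mouse 2) to 968, with 364 (*Hoil* ΔCd4 mouse 3), 376 and 445 (*Sharpin* cpdm mice 2 and 3). Within genotypes the counts stayed between 4933 and 7018 in WT, 4477 and 5864 in *Hoil* ΔCd4 and 5421 and 7062 in *Sharpin* cpdm mice. The difference in change was called for 0 to 46 genes in *Hoil* ΔCd4 cells, with 0 without *Hoil* ΔCd4 mouse 3 or WT mouse 3 (1139 and 859 at an unadjusted p-value under 0.05), 33 and 7 without *Hoil* ΔCd4 mice 1 and 2, 32 and 33 without *Sharpin* cpdm mice 2 and 3 and 13 without WT mouse 1. For *Sharpin* cpdm mice it was called for 109 (WT mouse 3) to 490 genes, with 248, 193 and 122 without *Sharpin* cpdm mice 1, 2 and 3 and 169 without WT mouse 2. Shared genes ranged from 32 (WT mouse 1) to 81 (*Hoil* ΔCd4 mouse 1) in MHC I low cells. The MHC I high numbers ranged from 50 (WT mouse 3) to 349, with 103 and 163 (*Hoil* ΔCd4 mice 2 and 3), 163 and 167 (*Sharpin* cpdm mice 2 and 3) and 99 (WT mouse 1).
In the same fits the interferon list ranged from −0.29 to −0.18 in *Hoil* ΔCd4 MHC I low cells and lost its call without *Hoil* ΔCd4 mouse 2 (roast p-value of 0.0687), *Hoil* ΔCd4 mouse 3 (0.0625), WT mouse 1 (0.0783) and WT mouse 2 (0.0502). The *Hoil* ΔCd4 MHC I high median ranged from −0.30 to −0.10 and lost its call without *Hoil* ΔCd4 mouse 2 (−0.10, p-value of 0.183) and *Hoil* ΔCd4 mouse 3 (0.0594). It ranged from 0.039 to 0.12 in *Sharpin* cpdm MHC I low and from −0.065 to 0.026 in *Sharpin* cpdm MHC I high cells. The glycolysis list ranged from −0.0030 to 0.066 in *Hoil* ΔCd4 MHC I low and from −0.026 to 0.070 in *Sharpin* cpdm MHC I high cells, and the cell cycle list from −0.12 to 0.0044 in *Sharpin* cpdm MHC I low cells, none of them called. The NF-κB list ranged from −0.19 to −0.16 and from −0.14 to −0.082 in *Hoil* ΔCd4 MHC I low and MHC I high cells. For *Sharpin* cpdm mice it ranged from −0.15 to −0.089, the latter without *Sharpin* cpdm mouse 2, and from −0.13 to −0.094. The cell cycle list ranged from 0.46 to 0.55 in *Hoil* ΔCd4 MHC I high and from 0.30 to 0.52 in *Sharpin* cpdm MHC I high cells.
Single genes whose direction changed in these fits were not called. *Rnf31* in *Hoil* ΔCd4 MHC I low cells ranged from −0.089 to 0.042, *Bcl6* in *Hoil* ΔCd4 MHC I high cells from −0.13 to 0.037 and *Myc* in *Hoil* ΔCd4 MHC I high cells from −0.077 to 0.11. The *Sharpin* cpdm MHC I low values of *Il2rb* ranged from −0.086 to 0.070 and those of *Myc* from −0.048 to 0.12. Among *Sharpin* cpdm MHC I high values, *Il2rb* ranged from −0.023 to 0.093, *Bcl6* from −0.062 to 0.011, *Slc2a3* from −0.019 to 0.12, *Irf1* from −0.047 to 0.029, *Irf7* from −0.065 to 0.076 and *Irf9* from −0.081 to 0.0080. Between the mutants, *Il2rb* ranged from −0.0036 to 0.15 in MHC I low and *Bcl6* from −0.10 to 0.072 in MHC I high cells.
Thinned to an equal depth of 10577966 counts per sample, 102 and 732 genes were called in *Hoil* ΔCd4 MHC I low and MHC I high cells and 1419 and 826 in *Sharpin* cpdm cells, so depth limits how many genes are called.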

Differences from the paper's values

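The tests here were set in advance, and the statements of the paper set beside them were picked after the results were seen.
The paper reports 154 NF-κB target genes that changed between the fractions in WT cells, and the list used here gave 76. The paper's list comes from a web resource and was not used here. None of the alternatives set before the data were examined closed the gap, with counts from 64 to 80, and none could, since only 107 genes of the list were tested, 87 to 148 over the alternatives. They therefore say nothing about the gap.
The paper names *Irf7* and *Irf9* with *Irf1* as reduced in *Hoil* ΔCd4 MHC I low cells. Here *Irf1* was called lower in MHC I low cells (log2 fold change −0.42), while *Irf7* (−0.29, limma adjusted p = 0.263) and *Irf9* (−0.20, 0.13) were not, and all 3 were called lower in MHC I high cells. No alternative called *Irf7* or *Irf9* in MHC I low cells (0.0815–0.679 and 0.0672–0.458).
The paper states that HOIL-deficient thymocytes failed to upregulate *Il7r* and to downregulate *Cish*, *Il2rb* and *Cxcr4*. In WT cells *Il7r* fell from MHC I low to MHC I high cells (log2 fold change −0.44, limma adjusted p = 2.43e-10), and *Cish* (1.03, adjusted p = 8.22e-11) and *Il2rb* (2.45, adjusted p = 8.96e-25) rose, while *Cxcr4* fell (−1.02, adjusted p = 4.59e-12). Against WT, *Cish*, *Il2rb* and *Cxcr4* were higher in *Hoil* ΔCd4 MHC I high cells and were not called in *Hoil* ΔCd4 MHC I low cells (adjusted p = 0.216, 0.838 and 0.416), under any alternative (0.128–0.518, 0.601–0.988 and 0.22–0.75).
The paper lists *Nfkbie*, *Tnfrsf18* and *Tnfrsf4* among the NF-κB target genes reduced in both mutants. Here *Nfkbie* was not called in MHC I high cells of *Hoil* ΔCd4 (adjusted p = 0.0716, but 0.0458 with at least 10 counts in every sample and 0.0471 without *Hoil* ΔCd4 mouse 1, alternatives 0.0458–0.454) or *Sharpin* cpdm mice (0.104, alternatives 0.0755–0.537). In *Sharpin* cpdm MHC I low cells neither *Tnfrsf18* (0.144, alternatives 0.101–0.439) nor *Tnfrsf4* (0.0927, but 0.0236 with only the groups compared in the fit, alternatives 0.0236–0.238) was called. The paper names no fraction, and each gene was called lower in both mutants in the other fraction. In *Hoil* ΔCd4 and *Sharpin* cpdm cells, adjusted p was 0.00757 and 3.46e-05 for *Nfkbie* in MHC I low cells. In MHC I high cells it was 0.000195 and 0.00149 for *Tnfrsf18*, and 0.000209 and 0.0214 for *Tnfrsf4*. Some of these calls were lost under alternatives.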

Other observations

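The tests of the titles of Fig. 6c,d, of GC content and of gene length were chosen before their result was seen, and all other tests here after it.
The t-statistics read by eye from Fig. 6c, titled MHC I low, were set beside those recomputed in each fraction. For its 18 genes the mean absolute difference was 2.64 in MHC I low and 0.0766 in MHC I high cells for *Hoil* ΔCd4 against WT, and 1.69 and 0.0736 for *Sharpin* cpdm against WT, with all 18 genes closer in MHC I high cells. For the 16 genes of Fig. 6d, titled MHC I high, it was 0.0594 in MHC I low and 2.25 in MHC I high cells for *Hoil* ΔCd4, and 0.0467 and 2.78 for *Sharpin* cpdm cells, with all 16 closer in MHC I low cells. Of the genes of Fig. 6c, 18 were called in *Hoil* ΔCd4 MHC I high and 4 in *Hoil* ΔCd4 MHC I low cells, and of those of Fig. 6d 16 were called in MHC I low and 7 in MHC I high cells. The smallest absolute t-statistic of a called gene was 3.928 in *Hoil* ΔCd4 MHC I low and 3.188 in *Hoil* ΔCd4 MHC I high cells, against the thresholds of 3.25 that the paper gives for Fig. 6c and 3.94 for Fig. 6d. These values are consistent with an exchange of the fraction titles of both panels. *Irf1*, *Irf7* and *Irf9*, which the paper places in MHC I low cells, are among the genes of Fig. 6c.
*Rbck1* transcripts were more abundant in the MHC I high than in the MHC I low cells of *Hoil* ΔCd4 mice, relative to WT (log2 difference in change 3.07, standard error 0.342, limma adjusted p = 0.00422). The level was 0.261%, 0.35% and 0.122% of WT in MHC I low and 1.4%, 3.36% and 1.7% in MHC I high cells of mice 1, 2 and 3, higher by ratios of 5.36, 9.6 and 13.9. In mouse 2 RNA of a female mouse may contribute (1.81% of WT). In mice 1 and 3 the sex gene foreign to the MHC I high sample was at most at 0.134% of its level in the other sex. RNA of a mouse of the same sex brings no such transcript, so carry-over from such a mouse and *Rbck1* transcripts of the sample itself cannot be told apart. B cells or dendritic cells with intact *Rbck1* would bring class II transcripts, but *Cd74* was lower in *Hoil* ΔCd4 than in WT MHC I high cells (log2 fold change −0.88, adjusted p = 0.000326), and *H2-Aa*, *H2-Ab1* and *H2-Eb1* were under 1 CPM. *Cd74* was also lower in *Hoil* ΔCd4 MHC I low (−1.36, adjusted p = 8.04e-06), *Sharpin* cpdm MHC I low (−0.89, adjusted p = 0.000157) and *Sharpin* cpdm MHC I high cells (−0.69, adjusted p = 0.00107). The medians of the B cell markers (5 of 11 tested, 3 at 1 CPM or more in WT MHC I high cells) were −0.22, −0.27, −0.12 and −0.14 in *Hoil* ΔCd4 MHC I low, *Hoil* ΔCd4 MHC I high, *Sharpin* cpdm MHC I low and *Sharpin* cpdm MHC I high cells. Those of the myeloid and dendritic markers (10 of 15 tested, 5 at 1 CPM or more, 1 in another list) were −0.26, 0.13, −0.42 and −0.10. Those of the thymic epithelial markers (3 of 9 tested, 1 at 1 CPM or more) were −0.03, 0.51, −0.19 and 0.11. The most abundant marker of each list was at 149 CPM (*Ighm*), 110 CPM (*Ctss*) and 7.89 CPM (*Epcam*) in WT and at 152, 83.1 and 10.9 CPM in *Hoil* ΔCd4 MHC I high cells. That a few cells kept an undeleted allele and are enriched in the MHC I high fraction is a hypothesis that stays open and was not tested.
The 3 WT mice had the female pattern of *Xist* and chromosome Y genes, and 2 of the 3 mice of each mutant the male pattern. Genes called between the male mutant mice and WT were therefore examined in the female mouse of that mutant against the female mouse of the other mutant, where sex as the whole cause would leave no difference. Of 66 genes in *Hoil* ΔCd4 MHC I low cells 71.2% differed in the called direction (slope 0.817, 95% interval 0.315–1.07 from resampled genes), and of 293 in *Hoil* ΔCd4 MHC I high cells 79.2% (slope 0.494, 0.254–0.741). In *Sharpin* cpdm mice it was 82.9% of 949 genes in MHC I low (slope 0.67, 0.518–0.786) and 69.2% of 483 in MHC I high cells (slope 0.638, 0.48–0.741). Over genes changed less than 4-fold the slopes were lower, 0.53 and 0.351 in *Hoil* ΔCd4 MHC I low and MHC I high cells and 0.486 and 0.361 in *Sharpin* cpdm cells, so strongly changed genes weigh in the slopes above. With *Xist* as a covariate, which uses all samples, 214 and 857 genes were called in *Hoil* ΔCd4 and 1371 and 1367 in *Sharpin* cpdm mice. These values argue against sex as the whole cause of the calls. The slopes rest on 1 mouse each, and a part of the differences due to sex stays open.
The *Sharpin* cpdm genes called with a fitted change of at least 2-fold gathered in 10 Mb windows of the genome more than shuffled labels did (permutation test, one-sided p = 1e-05 in each fraction, the smallest that 1e+05 shuffles can give). They did so on chromosome 7 between 130 and 140 Mb (8 of 40 genes tested in each fraction) and between 140 and 150 Mb (10 of 76 in MHC I low and 8 of 76 in MHC I high cells), and on chromosome 13 between 20 and 30 Mb (6 and 5 of 54). The last window holds histone genes, whose near-identical members could share reads. All 28 genes changed in the same direction in both fractions, 20 were called in both, and 2 were called in *Hoil* ΔCd4 cells (*H2bc9* and *Tspan32*, named after their values were seen). Variants of another strain inherited together on a chromosome segment are a candidate explanation, and the paper names minor differences in genetic background between *Sharpin* cpdm and WT mice. Of all genes called, 3.13% in MHC I low and 3.81% in MHC I high cells lie in these windows, 49 and 42 genes. The windows were found from genes changed at least 2-fold, so for the other calls variants elsewhere and effects of the mutation cannot be told apart. In *Hoil* ΔCd4 MHC I low cells no window stood out (permutation p = 0.174), which with 31 genes does not exclude such variants. In *Hoil* ΔCd4 MHC I high cells one did (permutation p = 0.0118), on chromosome 13 between 10 and 20 Mb, with 4 of 35 genes, all of the T-cell receptor γ locus (*Trgc1*, *Trgc2*, *Trgv2* and *Trgc4*, named after their values were seen; log2 fold changes 1.53, 1.37, 1.43 and 1.12). These genes belong to one locus and resemble each other in sequence, so a strain variant and a change in their transcription cannot be told apart. Within 10 Mb of *Sharpin*, 39 of 218 genes were called in *Sharpin* cpdm MHC I low cells (17.9%, against 12.1% elsewhere) and 15 in MHC I high cells (6.88% against 8.65%). Within 10 Mb of *Rbck1*, 2 of 147 were called in *Hoil* ΔCd4 MHC I low (1.36% against 0.98%) and 7 in MHC I high cells (4.76% against 6.67%). Whether these shares differ was not tested.
With 3 mice in each group, the 10 splits of 6 mice into groups of 3 cannot give a share under 0.1. Of these splits, 2 gave as many called genes as the real one for *Hoil* ΔCd4 against WT in MHC I low cells, and 1, the real one, in MHC I high cells. For *Sharpin* cpdm against WT it was 1 in MHC I low and 2 in MHC I high cells, and for *Hoil* ΔCd4 against *Sharpin* cpdm 1 in each fraction. Of the 4 splits of the samples of 3 mice that exchange the fractions within mice, 1 gave as many genes in WT, in *Hoil* ΔCd4 and in *Sharpin* cpdm mice, and 1 as large a slope of the NF-κB target genes in each mutant. This 1 is the real split, so the share cannot be smaller. Another split gave up to 5808 genes in WT, 3826 in *Hoil* ΔCd4 and 6312 in *Sharpin* cpdm mice, against the real 6956, 5793 and 6991. The highest other slopes were 0.9037 and 0.9714 in *Hoil* ΔCd4 and *Sharpin* cpdm mice, against 0.9825 and 1.024. Without sample quality weights, no other split gave more than 0 genes. For the NF-κB list, 1 of 10 splits gave as large a median in each of the 4 comparisons. For the interferon list it was 2 of 10 in each fraction of *Hoil* ΔCd4, 4 in MHC I low and 10 in MHC I high cells of *Sharpin* cpdm mice, and for the glycolysis list 9 in MHC I low and 5 in MHC I high cells of *Hoil* ΔCd4 mice. For the genes shared by both mutants, 1 of 10 splits gave as many in MHC I high cells with either mutant's mice exchanged with WT. With MHC I low cells it was 2 with *Hoil* ΔCd4 mice exchanged and 1 with *Sharpin* cpdm mice exchanged.
The splits that came closest to or passed the real ones put WT mice 1 and 3 with mouse 1 of a mutant. For *Hoil* ΔCd4 mice they gave 188 genes against the real 126 in MHC I low and 824 against 851 in MHC I high cells, and for *Sharpin* cpdm mice 250 against 1565 and 1109 against 1103. Without sample quality weights, no other split of *Sharpin* cpdm and WT mice gave more than 1 gene in MHC I low and 0 in MHC I high cells, against 1220 and 431 in the real one, while this split of *Hoil* ΔCd4 mice gave 224 and 348 against 143 and 314. WT mice 1 and 3 and *Hoil* ΔCd4 mouse 1 thus differed from WT mouse 2 and *Hoil* ΔCd4 mice 2 and 3, with 76 genes called in both fractions in the same direction. Only 3 of the 224 and 89 of the 348 genes were also called between the genotypes. *Banp* (chromosome 8, 121947972–122029260; log2 difference 0.90 and 0.79, limma adjusted p = 4.31e-06 and 5.96e-05), *Uvssa* (chromosome 5, 33378523–33420899; −0.45 and −0.57) and *Slc2a9* (chromosome 5, 38349272–38503147; −0.63 and −0.58) were chosen after their values were seen. These sets were defined from the data and are samples, not conditions. The log2 difference correlated weakly with GC content (Spearman 0.106 in MHC I low and −0.0099 in MHC I high cells, across 12538 genes, 98% of those tested) and with gene length (−0.0895 and −0.0288), which argues against either as the cause. No biological explanation was tested.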
